# The E-Protein Daughterless Regulates Olfactory Learning of Adult *Drosophila melanogaster*

**DOI:** 10.1523/ENEURO.0051-25.2025

**Published:** 2026-01-20

**Authors:** Laura Tamberg, Carl Sander Kiir, Jürgen Tuvikene, Käthy Rannaste, Mari Palgi, Indrek Koppel, Tõnis Timmusk

**Keywords:** ChIP sequencing, Daughterless, *Drosophila melanogaster*, E-protein, memory, transcriptomics

## Abstract

Daughterless (Da), the *Drosophila melanogaster* homolog of mammalian E-protein transcription factor 4 (TCF4), is well studied in fruit fly embryonic development but its functions in adult nervous system are poorly understood. Mutations in human *TCF4* gene lead to intellectual disabilities such as Pitt–Hopkins syndrome and *TCF4* has also been linked to schizophrenia. Here, to explore the roles of Da in the *Drosophila* mature brain, we map Da DNA binding sites and study the transcriptomics of the brains where Da function is inhibited by pan-neuronal Extramacrohaete (Emc) overexpression, in both male and female *Drosophila*. Our transcriptome analyses reveal that in the adult brain Da regulates the expression of genes involved in behavior, memory, synaptic signaling, protein translation, and metabolic processes. Moreover, combining the RNA sequencing data with Da ChIP sequencing results indicates that genes associated with neuronal projection guidance, metabolism, and translation are direct targets of Da. In addition, we validate the involvement of Da in memory formation. Overall, our results provide valuable information about the functions of Da in the adult brain and aid in better understanding the mechanisms of TCF4-related disorders.

## Significance Statement

Daughterless (Da), the *Drosophila melanogaster* homolog for mammalian E-proteins transcription factor 4 (TCF4), TCF3, and TCF12, is a basic helix–loop–helix transcription factor known for its roles during nervous system development. We have previously shown that Da is expressed in the adult *Drosophila* brain, but little is known of its functions there. TCF4, a human ortholog of Da, is associated with the intellectual disability syndrome Pitt–Hopkins syndrome and schizophrenia. The molecular mechanisms of these serious conditions are largely unknown. Investigating the functions of Da in the nervous system potentially provides information about the functioning of TCF4 as well and could help in better understanding the mechanisms of the diseases associated with TCF4.

## Introduction

Daughterless (Da) is a Class 1 basic helix–loop–helix (bHLH) transcription factor in *Drosophila melanogaster*, and it is homologous to three mammalian E-proteins—transcription factor 4 (TCF4), TCF3, and TCF12 (C. Murre et al., 1989; Massari and Murre, 2000; Tamberg et al., 2015). Understanding the roles of Da in the nervous system is important because its human ortholog, E-protein TCF4, is implicated in various nervous system disorders—mutations in *TCF4* lead to an autism spectrum disorder Pitt–Hopkins syndrome (PTHS), and its common gene variants are linked to schizophrenia (Amiel et al., 2007; Brockschmidt et al., 2007; Zweier et al., 2007; Doostparast Torshizi et al., 2019). Like its human homologs, Da forms homodimers or heterodimers with Class 2 bHLH proteins and binds to the Ephrussi box (E-box) motif on DNA (CANNTG) to activate transcription (Cornelis Murre et al., 1989; Cabrera and Alonso, 1991). In addition, Da heterodimerizes with Extramacrohaete (Emc), a *Drosophila* homolog of the mammalian inhibitor of differentiation (Id) protein, which negatively regulates the activity of Da through heterodimerization (Ellis et al., 1990; Van Doren et al., 1991; Cabrera et al., 1994; Spratford and Kumar, 2015; Waddell et al., 2019).

Da has been shown to be expressed in the *Drosophila* nervous system throughout the development. More precisely, it is expressed widely during embryogenesis with the highest levels in the developing nervous system (Cronmiller and Cummings, 1993; Vaessin et al., 1994). During the third instar larval stage, the expression levels of Da are high in the imaginal discs, salivary glands, and central nervous system (CNS; Cronmiller and Cummings, 1993; Tamberg et al., 2020). In adult flies, Da has been shown to be expressed in the reproductive system and in the CNS (Cronmiller and Cummings, 1993; Tamberg et al., 2020).

Da has many known functions during development, including sex determination (Cline, 1988; Deshpande et al., 1995; Hoshijima et al., 1995), cell cycle regulation (Andrade-Zapata and Baonza, 2014), endoderm development (Tepass and Hartenstein, 1995), mesoderm development and myogenesis (Castanon et al., 2001; Wong et al., 2008), and oogenesis (Cummings and Cronmiller, 1994; Smith et al., 2002) but is primarily known for its crucial role in embryonic nervous system development. In *da null* mutant embryos, the peripheral nervous system (PNS) is completely absent, and the CNS exhibits severe defects (Caudy et al., 1988; Tamberg et al., 2015). Ubiquitous overexpression of Da causes the development of ectopic neuronal cells (Giebel et al., 1997). In addition, in the larval brain, Da is required for neuroblast differentiation (Neumüller et al., 2011; Yasugi et al., 2014, 2008). Da is also important for the development of adult PNS. Da functions in the third instar larval eye imaginal discs during eye development (Brown et al., 1996; Chen and Chien, 1999; Cadigan et al., 2002; Sukhanova et al., 2007; Lim et al., 2008; Bhattacharya and Baker, 2011; Tanaka-Matakatsu et al., 2014; Wang and Baker, 2015; Li and Baker, 2019; Nair and Baker, 2024; Reddy Onteddu et al., 2024) and its crucial role during the development of wing, thorax, and leg sensory bristles (Jafar-Nejad et al., 2006; Sukhanova et al., 2007; Bhattacharya and Baker, 2011; Tamberg et al., 2015) has been extensively investigated.

In addition to being crucial for the development of the *Drosophila melanogaster* nervous system, Da is also important for the functioning of larval nervous system. Silencing of Da in the larval mushroom body impairs appetitive associative learning (Tamberg et al., 2020), and Da is implicated in synaptogenesis of the larval neuromuscular junctions (D’Rozario et al., 2016). Decreased levels of Da in the larval nervous system lead to misexpression of synaptic proteins (D’Rozario et al., 2016; Tamberg et al., 2020). Evidence also suggests involvement of Da in the adult fruit fly function—silencing of *da* in the adult *Drosophila* brain affects negative geotaxis of the flies and ubiquitous overexpression of Da after eclosion from the pupae results in death within days (Tamberg et al., 2020, 2015).

Although Da has been extensively investigated in the development of *Drosophila* nervous system, its roles in the adult brain are poorly understood. Here, we employed ChIP sequencing (ChIP-seq) and transcriptomics experiments to investigate downstream genes of Da. Our findings suggest that Da regulates genes involved in synaptic signaling, memory, metabolism, and protein translation in adult *Drosophila* brains. In addition, we used appetitive associative learning assay to further investigate the role of Da in adult memory formation.

## Materials and Methods

### Drosophila stocks

All *Drosophila* stocks and crosses were fed with malt and semolina-based food with 12 h light and dark daily rhythms at 25°C with 60% humidity. *Drosophila* strains used in this study were UAS-emc (FlyORF, F001792), UAS-da^G^ (BDSC, 37291), elavC155-Gal4 (BDSC, 458), white* (France Fly Facility), UAS-da^RNAi^ KK105258 (Vienna Drosophila Resource Center), UAS-Dcr2 (BDSC, 24644), nSyb-Gal4 (BDSC, 51941), ts-Gal80 (BDSC, 7016), UAS-nlsGFP (BDSC, 4776), and 3xFLAG-Da (Tamberg et al., 2020). The following transgenic lines were generated in this study: min-Luc and 12xE-box-Luc.

### Sample preparation for sequencing

RNA from elavC155 > emc or elavC155/+ 0–24-h-old adult *Drosophila* brains (175 males and 175 females per replicate) was isolated using RNeasy Mini Kit (Qiagen) according to the manufacturer's protocol. RNA integrity and concentration were analyzed using Agilent 2100 Bioanalyzer. Unstranded poly(A^+^) library preparation and paired-end 2 × 150 bp sequencing were performed at Novogene Europe.

Chromatin preparations for ChIP-seq were carried out as described previously (Chanas et al., 2004; Tamberg et al., 2020) from 1–3-d-old 3xFLAG-Da adult heads (about half of the heads male and half female). As a control, white* *Drosophila* line was used with no *FLAG* sequence in the genome. The heads were collected on dry ice and homogenized in buffer A1 [60 mM KCl, 15 mM NaCl, 4 mM MgCl2, 15 mM HEPES, 0.5% Triton X-100, 0.5 mM DTT, and 1× EDTA-free protease inhibitor cocktail (Roche)], pH 7.6, with 1.8% formaldehyde at room temperature using a Kontes pellet pestle followed by three strokes using a Dounce homogenizer (Wheaton) with a loose pestle. Homogenate was incubated for 15 min, and glycine was added to 225 mM final concentration followed by 5 min incubation at room temperature. The homogenate was then centrifuged for 5 min at 4,000 × *g* at 4°C, and the supernatant was discarded. The pellet was washed three times with 3 ml of buffer A1, followed by a wash with 3 ml of lysis buffer [14 mM NaCl, 15 mM HEPES, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.5 mM DTT, 0.1% sodium deoxycholate, 0.05% SDS, 10 mM sodium butyrate, and 1× EDTA-free protease inhibitor cocktail (Roche)], pH 7.6. Cross-linked material was resuspended in 0.5 ml of lysis buffer with 0.1% SDS and 0.5% *N*-lauroylsarcosine and incubated for 10 min at 4°C on a rotator. DNA was sonicated using Diagenode Bioruptor Pico sonicator for 60 cycles at 60 s ON/60 s OFF intervals. Cross-linked material was then rotated for 10 min at 4°C and centrifuged for 5 min at 20,000 × *g*. Supernatant was then transferred to a new tube, and 0.5 ml of lysis buffer was added to the pellet followed by rotation and centrifugation as described above. Supernatants were combined and centrifuged at maximum speed two times for 10 min. Chromatin extract was transferred to Microcon DNA Fast Flow Centrifugal Filter Units (Merck Millipore), blocked with 1 mg/ml bovine serum albumin in PBS, and purified using lysis buffer. The volume of chromatin extract was brought to 1 ml using lysis buffer. Protein concentrations were determined using BCA Protein Assay Kit (Pierce). After taking equal amounts of inputs, chromatin extracts were diluted 10× using dilution buffer [1% Triton X-100, 150 mM NaCl, 2 mM EDTA (pH 8.0), 20 mM Tris–HCl (pH 8.0), and 1× EDTA-free protease inhibitor cocktail (Roche)] and added to 50 μl of Dynabeads Protein G (Invitrogen) beads that had been prebound with 5 μg of monoclonal anti-FLAG M2 antibody (Sigma-Aldrich F1804) in 400 μl of 0.05% PBS + Tween 20 overnight. Lysate was incubated with beads overnight at 4°C. Beads with chromatin were then washed in wash buffer [1% Triton X-100, 0.1% SDS, 150 mM NaCl, 2 mM EDTA (pH 8.0), 20 mM Tris–HCl (pH 8.0), and 1× EDTA-free protease inhibitor cocktail (Roche)] for 10 min for three times at 4°C on a rotator, followed by final wash with final wash buffer [1% Triton X-100, 0.1% SDS, 500 mM NaCl, 2 mM EDTA (pH 8.0), 20 mM Tris–HCl (pH 8.0), and 1× EDTA-free protease inhibitor cocktail (Roche)]. Chromatin was eluted two times using 50 μl elution buffer (1% SDS, 100 mM NaHCO3 and 1 mM EDTA) for 10 min each time at 37°C and one time for 10 min at 65°C. The volume of inputs was brought to 150 μl with elution buffer. For decrosslinking, 8 μl of 5 M NaCl was added and the samples were incubated at 65°C overnight. Then, 2 μl of RNase A (10 mg/ml) was added, and the samples were incubated at 37°C for 30 min, followed by the addition of 2 μl of EDTA (0.5 M) and 4 μl Proteinase K (10 mg/ml) and incubation at 45°C for 30 min. DNA was extracted using a QIAquick PCR Purification Kit (Qiagen). Library preparations and 75 bp single-end sequencing were performed at LGC Genomics.

### Bioinformatical analysis

RNA sequencing (RNA-seq) and ChIP-seq adapter and quality trimming were performed using BBDuk (part of BBMap version 38.90, sourceforge.net/projects/bbmap/) with the following parameters: ktrim = r k = 23 mink = 11 hdist = 1 tbo qtrim = lr trimq = 10 maq = 10 minlen = 25 for RNA-seq and minlen = 50 for ChIP-seq.

*Drosophila melanogaster* ChIP-seq reads were mapped to BDGP6.32 (primary assembly and annotation obtained from Ensembl, release 104, BDGP6.32) using Bowtie2 (version 2.5.1; Langmead and Salzberg, 2012). Resulting SAM files were processed with Samtools (version 1.12; Danecek et al., 2021) as follows: quality filtered (-q 20), sorted, removed duplicates (-s), and converted to BAM and indexed. Model-based analysis of the ChIP-Seq (MACS2, version 2.2.7.1; Zhang et al., 2008) tool was used to detect peaks in IP samples by comparing with corresponding inputs using the following parameters: -B -q 0.05 -s 75. The results were further analyzed with DiffBind (version 3.8.4; Stark and Brown, 2011; Ross-Innes et al., 2012), where peaks were centered to ±200 bp around detected summits to determine peak enrichment over control (signal in white*) and then visualized using ChIPseeker (version 1.34.1; Wang et al., 2022).

To summarize the ChIP peak enrichment relative to transcription start sites (TSS) and transcription end sites (TES), we merged biological replicate bam files and rerun MACS2. MACS2 output bedGraph files (merged IP sample signal intensity was normalized to corresponding merged input) were converted to bigWig format using ucsc-bedgraphtobigwig (version 377; Kent et al., 2010) and then processed using deepTools (version 3.5.0; Ramírez et al., 2016). computeMatrix command from deepTools was used to calculate scores per genome region by using the merged bigWig files and BDGP6.32 annotation with the following parameters: -b 2,000 -a 2,000. The resulting score matrix was visualized using plotProfile command.

To determine the DNA binding sequences, we used motif-based sequence analysis tool MEME Suite (version 5.5.1; Machanick and Bailey, 2011). Fasta sequence file was generated using a custom R script, where coordinates were taken from statistically significant peaks (compared with white*) from the DiffBind pipeline, which were classified as log_2_ fold change ≥ 1 and FDR ≤ 0.05. The resulting sequences were analyzed using MEME-ChIP with the following parameters: meme-chip -meme-norand -meme-nmotifs 10 -streme-nmotifs 10 -meme-searchsize 0 -ccut 100. To manually determine the prevalence of different E-box–containing motifs, all possible E-box patterns (CANNTG variants) were counted inside ChIP the peak regions (±50 bp of Da ChIP peak summits), and the control region set combined ±50 bp summit regions after shifting peaks either 250 bp upstream or downstream. Logistic regression analysis was performed for each unique E-box sequence using the glm function from R, and the results were visualized together with the proportion of detected E-box motifs inside and outside the ChIP peak regions. *P* value adjustment was applied using the Benjamini–Hochberg (BH) procedure.

*Drosophila melanogaster* RNA-seq reads were mapped to BDGP6.32 genome using STAR aligner (version 2.7.4a; Dobin et al., 2013) with default parameters. To increase sensitivity for unannotated splice junctions, splice junctions obtained from the first pass were combined per dataset and filtered as follows: junctions on noncanonical intron motifs were removed; only junctions detected in at least two samples (10% of samples rounded up to the nearest integer) in the whole dataset were kept. Filtered junctions were added to the second pass mapping using STAR aligner. RNA-seq reads were assigned to features using FeatureCounts (version 2.0.1; Liao et al., 2014). The following parameters were used for paired-end RNA-seq data: -p –B –C –J. The produced raw read counts were analyzed with DESeq2 (version 1.38.3; Love et al., 2014) to determine differentially expressed genes.

Gene Ontology (GO) analysis was performed using clusterProfiler (version 4.7.1.003; Wu et al., 2021) and ReactomePA (version 1.42; Yu and He, 2016) using differentially expressed genes. For RNA-seq, statistically significant genes were classified as *p*-adjusted values ≤ 0.05, with counts ≥20 in control (elavC155/+) or Emc^OE^(elavC155 > emc) samples; upregulated and downregulated genes were distinguished with log_2_ fold change ≥ 0.2 or ≤ −0.2, respectively. GO for Emc^OE^ RNA-seq and common genes in RNA-seq and ChIP-seq were done against a custom background based on our sequencing data, where background was defined as genes with counts ≥20 at least in control or Emc^OE^ samples. GO enrichment analysis was done with clusterProfiler and ReactomePA using the following parameters: *p* and *q* value cutoff <0.05, minimal gene set size 50, maximal gene set size 500, and *p* value adjustment method done with BH procedure.

The results were visualized using ggplot2 (version 3.4.1; Wickham, 2016), enhancedVolcano (version 1.16; Blighe, 2024), and VennDiagram (version 1.7.3; Chen, 2022) in R (version 4.1.2). RNA-seq and ChIP-seq tracks were visualized using Integrative Genomics Viewer (version 2.15.2; Robinson et al., 2011).

### Generation of 12xE-box reporter fly lines

12xE-box-Luc construct was created using oligonucleotides Sense, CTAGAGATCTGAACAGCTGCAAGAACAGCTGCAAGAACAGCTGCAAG, and Antisense, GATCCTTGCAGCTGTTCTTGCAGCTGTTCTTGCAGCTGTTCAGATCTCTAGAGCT containing three CAGCTG E-boxes (Microsynth). Oligonucleotides were kinated with T4 polynucleotide kinase A (Thermo Fisher Scientific) in T4 ligation buffer, annealed and subsequently inserted into a donor vector pGL3-Basic (Promega #E1751) four times using SacI and BglII restriction enzymes before cloning the 12xE-box sequence into the reporter construct pPTluc which contains a *Drosophila* minimal promoter (Addgene #87789). Reporter constructs with or without 12xE-box sequences were sent to Bestgene for creation of reporter fly lines.

### In vivo luciferase reporter assay

The 0–24-h-old fly brains (seven males and seven females) were dissected and lysed in Passive Lysis Buffer (Promega). Protein concentration was measured using a bicinchoninic acid assay (Pierce). Equal volume of Dual-Glo luciferase reagent (Pierce) was added to the lysates, and luminescence was measured. The data were then log transformed and auto scaled, means and standard deviations were calculated, and paired two-tailed Student's *t* tests were performed. The data were back-transformed to linear scale for graphical representation, and fold over control was shown.

### Appetitive associative learning of adult flies

Learning paradigm was modified from Malik and Hodge (2014). The 0–24-h-old control and Emc^OE^ or da^RNAi^ flies (15–30 flies, about half males and half females) were starved for 16 h at 25 or 18°C where specified in a vial containing moist sponge. Flies were transferred without anesthesia to a training vial containing a blotting paper previously soaked with deionized water and dried. The vial was attached to a *T*-maze (Maze Engineers) and left to rest while air flow was applied for 30 s. Then, first odor presented. After 2 min, the odor was removed, and the flies were left to rest for 30 s while air flow was applied. Next, the flies were transferred to the other training vial containing a blotting paper previously soaked with 2 M sucrose and dried, and the other odor was presented for 2 min. Then the flies were tapped to the resting chamber, and the maze was prepared for test—one odor was attached to one arm and the other to the other arm of the maze. After 90 s resting, the flies were pushed to the test arms using the elevator and left to move freely for 2 min. Then, the flies were tapped to vials and counted. Next, reciprocal training was conducted and performance indexes calculated. The odor represented first during training and the sides of the odors during the test were alternated every time. The odor-sensing controls were done according to Malik and Hodge (2014). For sucrose sensing controls, the flies were starved similarly to the memory test.

### qPCR

For RT-qPCR, RNA from 10 1-d-old *Drosophila* (half males and half females) brains was extracted using RNeasy Mini Kit (Qiagen). cDNA was synthesized with Superscript IV Reverse Transcriptase (Invitrogen) and oligo-dT20 primers. qPCR was performed using a LightCycler 480 II (Roche) with Hot FIREPol EvaGreen qPCR Mix Plus (Solis Biodyne) using emc primers (GAAAGTCTCTATCCCGCCG and CAAGAGTGTTGGGCGTTTGG) and for normalization alpha-tubulin primers (TGGGCCCGTCTGGACCACAA and TCGCCGTCACCGGAGTCCAT).

### Ex vivo protein labeling with puromycin and Western blotting

Fly brains (seven males and seven females) were dissected in PBS and transferred to *Drosophila* hemolymph like medium (108 mM NaCl, 5 mM KCl, 2 mM CaCl_2_, 8.2 mM MgCl_2_, 4 mM NaHCO_3_, 1 mM NaH_2_PO4, 5 mM trehalose, 10 mM sucrose, 5 mM HEPES), pH 7.5, containing 5 µM puromycin (Cabrera-Cabrera et al., 2023). The labeling was done in 12-well tissue culture plates containing 800 µl of the medium for 1 h at 25°C. The brains were then transferred to 2× Laemmli buffer containing 10% β-mercaptoethanol and heated for 10 min at 95°C and sonicated with Diagenode Bioruptor Pico sonicator for 30 s ON/30 s OFF for three cycles. Equal amounts of lysate were loaded to 10% SDS-PAGE gel and transferred to PVDF membranes using Trans-Blot Turbo Transfer system (Bio-Rad Laboratories). Anti-puromycin (Millipore MABE343, 1:2,000) and anti-mouse IgG-HRP 32430 (Thermo Fisher Scientific) were used for immunoprobing.

### Immunohistochemical staining of adult *Drosophila* brains

Adult flies were first fixed in 4% paraformaldehyde in PBS and then dissected. Primary antibody labeling was performed for 72 h with the mouse anti-FLAG M2 (dilution 1:1,000; Sigma-Aldrich F1804) antibody while gently shaking at 4°C in PBS using 0.5% TritonX-100. Secondary antibodies goat anti-mouse Alexa Fluor 594 (dilution 1:1,000; Jackson ImmunoResearch Laboratories 115-585-003) were preadsorbed to wild-type tissues before use. Incubation with secondary antibodies was performed for 3 h at room temperature in PBS with 0.1% Triton X-100. The labeled larval brains were dissected and mounted in Vectashield mounting medium (Vector Laboratories). For image collection, Zeiss LSM 900 confocal microscope with a Plan- Apochromat 20× (NA 0.8) objective was used. Suitable layers were selected using Zeiss ZEN 3.12 software.

## Results

### Daughterless binds to regions near TSS and prefers CAGCTG E-box in adult *Drosophila* heads

In order to elucidate the roles of Da in the adult *Drosophila* nervous system by investigating its target genes, we first decided to identify Da binding to the genome in fruit fly heads using ChIP-seq. We took advantage of a *Drosophila* line previously generated by us where endogenous Da is tagged with 3xFLAG (Tamberg et al., 2020). This tagged protein, 3xFLAG-Da, retains its functionality, as demonstrated in our earlier study using a luciferase reporter assay (Tamberg et al., 2020). For the control, we used white* fly line with no FLAG tag in the genome, because the 3xFLAG-Da line was originally generated into the white* background (Tamberg et al., 2020). The ChIP-seq revealed 2,553 regions that were significantly enriched in 3xFLAG-Da samples compared with the control samples (Fig. 1*a*; Extended Data Fig. 1-1), corresponding to 2,126 genes. A detailed analysis of binding-site distribution showed that Da binds preferentially to promoter regions, with ∼75% of the peaks located within promoter regions, <1 kb from the TSS (Fig. 1*b*,*c*). In addition, a substantial number of peaks were observed within 1–2 kb distance of promoters, in first introns and other intronic regions. Motif analysis of 3xFLAG-Da binding sites revealed that Da binds preferably to CAGCTG, CAGGTG, and CAGATG E-box sequences in the adult fly heads, most preferred being the CAGCTG E-box (Fig. 1*d*,*e*). Collectively, the analysis of 3xFLAG-Da ChIP-seq experiments in the adult fruit fly heads showed widespread Da binding to promoter regions, suggesting the importance of Da in the adult *Drosophila*. Given the abundance of E-box motifs in the genome, it is challenging to determine which genes are affected by a specific Da binding site and which processes are regulated by Da in the adult nervous system using only binding-based analysis.

**Figure 1.**
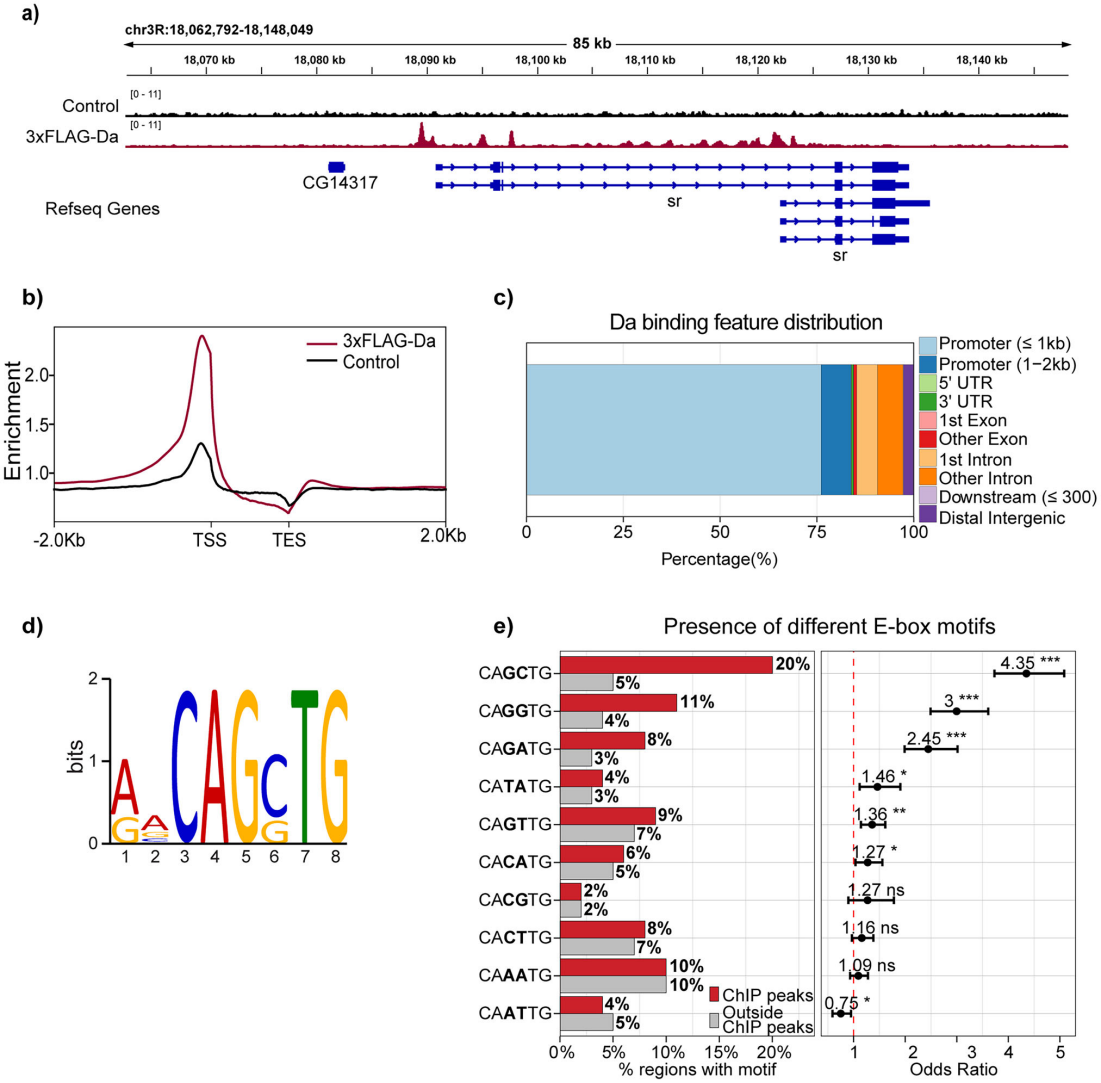
Genome-wide analysis of Da binding sites by ChIP-seq. ***a***, Visualization of anti-FLAG ChIP-seq data from adult *Drosophila* heads of 3xFLAG-Da and control (white*) flies. Data were visualized as fold over input, and for graphical visualization two biological replicates were merged. As an example, *stripe (sr)* gene locus is shown, where 3xFLAG-Da protein binds to the promoter regions and several regions in the introns. ***b***, Distribution of anti-FLAG ChIP peak enrichment relative to TSS and TES. Replicates were merged for visualization. ***c***, Genomic distribution of 3xFLAG-Da protein binding sites. ***d***, MEME-ChIP was used to find transcription factor-binding motifs; E-box sequences CAGCTG and CAGGTG were the most significant. ***e***, The occurrence of all possible E-box motif variants (CANNTG) within ±50 bp of Da ChIP peak summits and in 250 bp shifted control regions. The control region set combines ±50 bp regions after shifting either 250 bp upstream or downstream. Left, Proportions of detected variant E-box motifs (variant NN nucleotides are shown in bold) within the Da ChIP peaks (red) and control regions (gray). Right, Odds ratios from logistic regression analysis comparing E-box presence at Da ChIP peaks versus control regions. Black circles represent the odds ratio (exponent of estimate), and horizontal bars indicate 95% confidence intervals. The red dashed line marks an odds ratio of 1 (no enrichment or depletion). ***p < 0.001; **p < 0.01; *p < 0.05; ns = not significant; BH procedure-adjusted *p* values. Significantly enriched peaks in 3xFLAG-Da samples compared with white* samples are listed in Extended Data Figure 1-1.

10.1523/ENEURO.0051-25.2025.f1-1 Figure 1-1 **FLAG-Da ChIP-seq results.** Peaks that were significantly enriched in 3xFLAG-Da samples compared to white* samples are listed. Genomic location, annotation, gene related to the location, normalized counts, enrichment fold, FDR and p value are shown for each enriched peak. Download Figure 1-1, XLS file.

### Extramacrochaete inhibits the transcriptional activity of Daughterless in *Drosophila* neurons

To identify the genes regulated by Da in the adult *Drosophila* nervous system, we required a model where Da function is inhibited. Our previous findings indicated that heterozygous *da* null mutation did not affect larval memory (Tamberg et al., 2020) potentially due to autoregulation controlling Da protein levels (Smith and Cronmiller, 2001; Bhattacharya and Baker, 2011). Therefore, we opted to utilize neuron-specific overexpression of Emc, a known negative regulator of Da function (Ellis et al., 1990; Van Doren et al., 1991; Cabrera et al., 1994; Bhattacharya and Baker, 2011). To confirm Da inhibition by Emc, we performed experiments where Da, Emc, or both were overexpressed in neurons using a pan-neuronal driver *elavC155-Gal4* (Fig. 2*a*). Overexpression of Da alone resulted in severe wing and eye phenotypes in adult flies and negatively affected viability, with only a small fraction of larvae reaching pupation, resulting in no males and only a few females emerging from the pupae (Fig. 2*a*). Simultaneous overexpression of Emc mitigated these phenotypes, demonstrating that Emc counteracts the detrimental effects of Da overexpression (Fig. 2*a*). Notably, overexpression of Emc alone did not produce any visible effects on wing or eye development (Fig. 2*a*).

**Figure 2.**
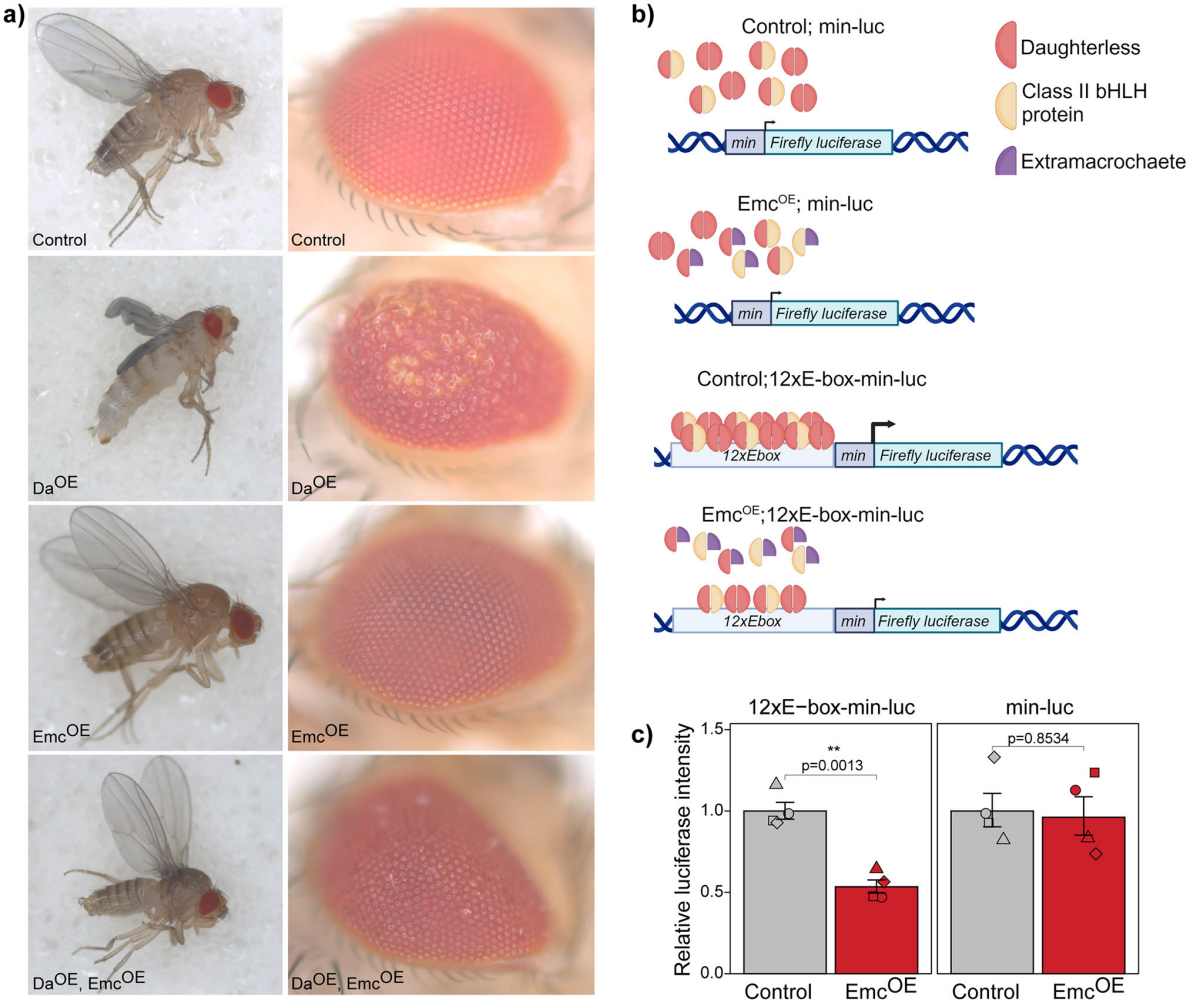
Emc overexpression impairs Da transcriptional activity in vivo. ***a***, Light micrographs of adult flies; control, elavC155-Gal4/white*; Da^OE^, elavC155-Gal4 > *da*; Emc^OE^, elavC155-Gal4 > emc; Da^OE^, Emc^OE^, elavC155-Gal4 > Da,Emc. ***b***, Schematic representation of in vivo luciferase reporter assay (created using BioRender.com). Transgenic flies containing minimal promoter (min) and a firefly luciferase reporter gene (*Firefly luciferase)* for min-luc or *12xCAGCTG* E-boxes (12xE-box), minimal promoter, and a firefly luciferase reporter gene for 12xE-box-min-luc were used. Emc was overexpressed (Emc^OE^) using elavC155-Gal4 driver. As a control, elavC155-Gal4 and reporter construct containing flies were crossed to white* flies (control; min-luc and control;12xE-box-min-luc). ***c***, Results of the luciferase reporter assay. Luciferase activities were measured and shown as fold change compared with the control, the replicates are shown as individual shapes, and error bars indicate standard error of the mean (SEM); *n* = 4, two-tailed Student’s paired *t* test.

We further investigated the effects of Emc overexpression on endogenous Da activity using in vivo luciferase reporter assay in adult *Drosophila* brains. For that we generated transgenic flies where *Firefly luciferase* coding region is under the control of *12xE-box* motifs and a *Drosophila melanogaster* minimal promoter or only minimal promoter as a control. The *12xCAGCTG* E-boxes were used since based on our ChIP-seq data, this is the most prevalent E-box bound by Da in adult fly heads (Fig. 1*d*,*e*). In these flies, we employed neuron-specific overexpression of Emc by *elavC155-Gal4* to inhibit the transcriptional activity of endogenous Da (Fig. 2*b*). In luciferase reporter assay, E-box–driven luciferase expression measured by its activity was indeed significantly decreased when Emc was overexpressed in neurons (Fig. 2*c*). Emc overexpression had no effect on the reporter lacking the E-boxes (Fig. 2*c*). These results validated the use of Emc overexpression in neurons to study Da downstream genes and its functions in the adult brain.

### Inhibition of Daughterless activity affects genes involved in behavior, memory, synaptic signaling, translation, and metabolic processes

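RNA was sequenced from dissected brains of flies up to 1 day old in which the driver *elavC155-Gal4*, active in neurons, expressed a *UAS-emc* transgene (Emc OE), and from brains of flies from the cross of the same driver with the *white** line (Control). There were 4 biological replicates per group. The authors trimmed the read pairs and mapped them with STAR to genome build BDGP6.32, adding the splice junctions found in a first pass. They counted the pairs per gene with FeatureCounts without regard to strand, keeping pairs with both ends mapped and leaving out chimeric pairs. The deposited values were these raw counts for 23932 features, which include annotated transposon insertions. The Emc OE brains had 41619980, 21400830, 22171168 and 21529552 counts in replicates 1 to 4, and the Control brains had 21496549, 22776791, 20751513 and 21625476. No pair of replicates held identical counts, and within a group any pair differed by 14.0 to 91.999 times the sampling noise (chi-square per degree of freedom). The counts were normalized for library size with edgeR's TMM method. The 9788 features with a mean normalized count of at least 20 in Emc OE or Control brains were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Features with an adjusted p of at most 0.05 and a log2 fold change of at least 0.2 in size were called up- or downregulated, as in the paper. The standard error of a log2 fold change was derived from the fold change and its F statistic. The paper used DESeq2 and its text names no design formula, so no term for the replicate number was in the model, and results are given again with the replicate number as a block. DESeq2 with this block, run after seeing the values, came within 0.1% of the paper's adjusted p for 575 of 772 listed genes. DESeq2 without the block did so for 0. The paper's model therefore appears to have held such a block. Samples with the same number did not on average deviate together from their group means. The correlation of their deviations across genes was on average -0.13 (-0.49, 0.15, 0.032 and -0.21 for replicates 1 to 4). The average of 0.044 for different numbers adds no comparison, since deviations cancel out within a group and so tie it to the same-number average. Counting without strand cannot separate genes whose exons lie in the same place. The percentage of exon length that lies in exons of other features is therefore given for the genes discussed in which it is not small.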

To study the roles of Da in adult *Drosophila* nervous system, we investigated the brain transcriptome of flies where Da activity was suppressed by pan-neuronal Emc overexpression. In Emc^OE^ brains, 266 genes were significantly upregulated, and 506 genes were downregulated compared with control brains (Fig. 3*a*,*b*; Extended Data Fig. 3-1). *emc* was successfully overexpressed, and this had no effect on the levels of *da* (Extended Data Fig. 3-2). 

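In the model without the block, 349 features were upregulated and 501 downregulated. With the replicate number as a block, 326 were upregulated and 487 downregulated, of which 280 and 412 were called in both models. Of the paper's 266 upregulated genes, 238 were called upregulated here, and 249 with the block. Of its 506 downregulated genes, 408 were called downregulated, and 436 with the block. Every gene of both lists had the sign the paper gives. The paper called these lists from the same counts, so the agreement in sign is no independent test. The same holds for the genes that the paper lists under its terms and pathways below. Of the settings reported, DESeq2 with 3 surrogate variables, a model chosen after seeing the values, moved the counts most. It gave 64 upregulated and 76 downregulated features with the samples in the order of the table, and 154 and 318 with the samples ordered by group. The order of the samples has no meaning, so this model was unstable on these 8 samples. *emc* (FBgn0000575) lies on chromosome 3L of BDGP6.32 from 749400 to 753492. Its normalized count was 6055 ± 172 (SD, n = 4) in Emc OE brains and 4966 ± 155.1 (SD, n = 4) in Control brains. The log2 fold change was 0.29 (standard error 0.043, adjusted p = 0.00246 from edgeR), and with the block it was 0.29 (adjusted p = 0.0153). Every Emc OE sample had a higher *emc* count than every Control sample (exact two-sided permutation test, p = 0.0286, the smallest p that 4 against 4 samples allow). Total counts in place of TMM moved the log2 fold change of *emc* to 0.35. In the model with 3 surrogate variables and the order of the table it was 0.21, and *emc* was not called (adjusted p = 1.000 from DESeq2). *da* (FBgn0267821) lies on 2L from 10388105 to 10393228, and 10.0% of its exon length lies in exons of other features. Its normalized count was 1895 ± 88.3 (SD, n = 4) in Emc OE and 1889.6 ± 42.9 (SD, n = 4) in Control brains, a difference smaller than the spread between replicates. The log2 fold change of *da* was 0.0029 (standard error 0.046, adjusted p = 0.977 from edgeR), and with the block it was 0.0022 (adjusted p = 0.984). *da* was called in none of the settings, and its log2 fold change was between -0.025 and 0.028 when 1 sample was left out.

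**Figure D1:**
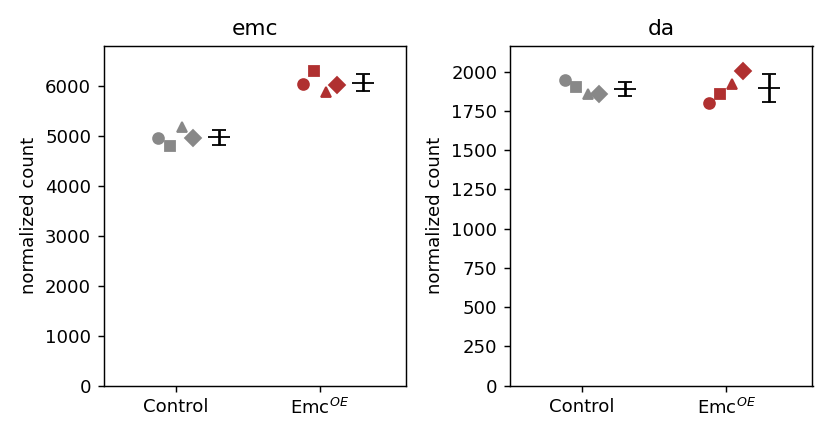
Normalized counts of *emc* and *da* (y-axis, from 0) in the 4 Control (grey) and 4 Emc OE (red) brain samples, with the marker shape giving the replicate number and the bar at the side the mean ± SD. For *emc* the Emc OE samples lie between 5874 and 6289 and the Control samples between 4786 and 5165, while the groups overlap for *da*.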

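The features with the highest log2 fold changes that rose in all 4 same-numbered pairs were the transposon insertion FBti0019446 (at least 11.4-fold higher), *CG15818* (at least 27.6-fold), the transposon insertion FBti0020189 (at least 23.5-fold), *CG32581* (log2 fold change 6.67, standard error 0.17) and *lncRNA:CR40469* (at least 13.7-fold). The strongest decrease was that of *mthl8*, which had no count in any Emc OE sample and a normalized count of 1080.3 ± 50.5 (SD, n = 4) in Control brains (at least 371-fold lower). It was followed by *CG3397* (at least 49.7-fold lower), *CG33109* (at least 68.1-fold), the transposon insertion FBti0020027 (at least 29.4-fold) and *CG13947* (log2 fold change -5.39, standard error 0.68). These folds are lower bounds where a group had at most 3 counts per sample. The groups differ in the fly line crossed to the driver as well as in Emc.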

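Of the 23 Class 2 bHLH protein genes of Extended Data Fig. 3-2, 10 had a mean normalized count of at least 20 in Emc OE or Control brains. *Fer1* (normalized count 811 ± 41.5 in Emc OE and 1045 ± 56.2 in Control, SD, n = 4) and *Oli* (843 ± 48.9 and 781 ± 42.9) had the highest counts. They were followed by *Fer2* (330.3 ± 24.1 and 288 ± 26.9), *net* (168 ± 16.2 and 189.6 ± 33.4), *sage* (135 ± 25.9 and 159 ± 16.8), *HLH3B* (80.5 ± 18.6 and 87.3 ± 18.4), *dimm* (62.4 ± 6.82 and 72.2 ± 13.1), *tx* (45.8 ± 3.36 and 36.7 ± 11.8) and *HLH4C* (42.4 ± 5.13 and 47.6 ± 8.27). *Hand*, with 15.6 ± 2.43 in Emc OE and 20.9 ± 6.37 in Control brains, passed the minimum only through its Control mean. A minimum of 100 left 5 genes, a minimum of 10 gave 12, and asking for at least 20 in every sample gave 9. Only *Fer1* was called changed, with a log2 fold change of -0.37 (standard error 0.061, adjusted p = 0.00461 from edgeR; with the block adjusted p = 0.0103). *Fer3* (16.4 ± 3.79 and 19.4 ± 4.14), *ato* (11.9 ± 5.66 and 9.12 ± 2.51) and *nau* (6.63 ± 2.36 and 5.17 ± 2.13) lay below the minimum, and *cato*, *ac* and *CG33557* had no count in any sample. Part of the exon length lies in exons of other features for *Fer2* (19.7%), *Oli* (11.4%) and *nau* (26.4%).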

Additionally, our RNA-seq analysis showed that 9 out of 23 Class 2 bHLH protein genes are expressed at moderate levels in the adult *Drosophila* brains—*Fer1*, *Fer2*, *oli*, *net*, *tx*, *sage*, *dimm*, *HLH3B*, and *HLH4C* (Massari and Murre, 2000; Ledent and Vervoort, 2001; Extended Data Fig. 3-2). This provides the possibility for Da to form heterodimers to regulate transcription. In our transcriptomics experiments, in addition to inhibiting Da directly, overexpressed Emc could form non-DNA binding dimers with neuronally expressed Class 2 bHLH proteins, thereby affecting the expression of Da homodimer and Da—Class 2 heterodimer target genes.

**Figure 3.**
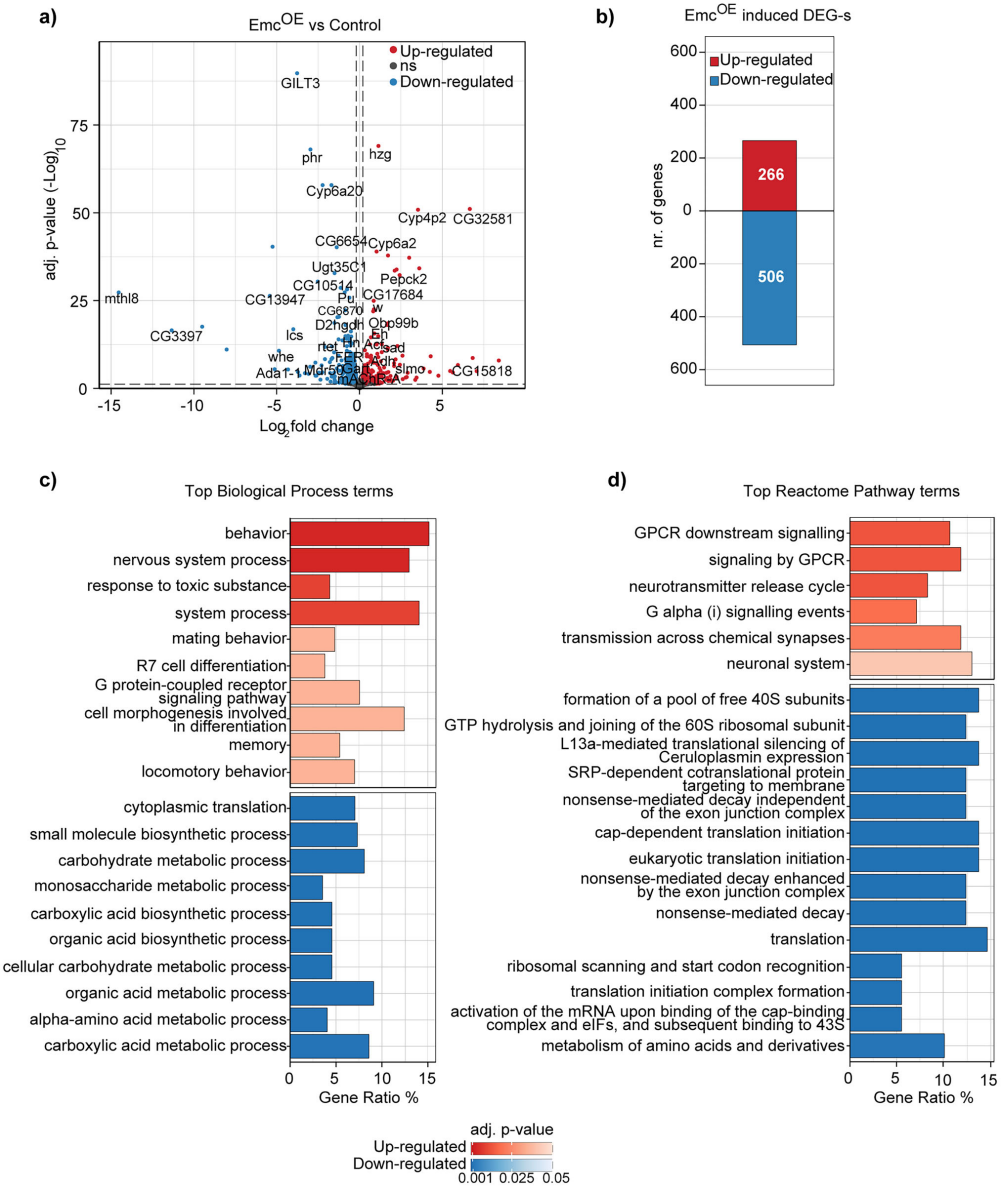
Widespread transcriptional changes after pan-neuronal Da inhibition by Emc. ***a***, Differentially expressed genes (DEGs) in the brains of Emc^OE^ (elavC155-Gal4 > emc) flies compared with the control (elavC155-Gal4xwhite*). On *x*-axis, fold changes are shown in log_2_ scale, and on *y*-axis adjusted *p* values (BH normalization, DESeq2) are shown in −log_10_ scale. Dotted lines represent cutoff values for ±0.2 log_2_ fold change and 0.05 adj. *p* value. Significantly upregulated and downregulated genes are listed in Extended Data Figure 3-1. Levels of *emc*, *da*, and Class 2 bHLH protein mRNAs are shown in Extended Data Figure 3-2. ***b***, Summary of DEGs from the RNA-seq experiment, above and below zero, indicates up- and downregulated genes, respectively. ***c***, GO terms and (***d***) Reactome Pathway defined pathways dysregulated by Emc overexpression; color gradient represents adjusted *p* values; red and blue indicate up- and downregulated gene cohorts, respectively. Biological processes affected by Da inhibition are shown in Extended Data Figure 3-3 and Reactome Pathways in Extended Data Figure 3-4.

10.1523/ENEURO.0051-25.2025.f3-1 Figure 3-1 **Differential gene expression caused by Da inhibition by Emc overexpression.** Significantly up-regulated and down-regulated genes are listed. Gene name, average counts and counts in each genotype, log2 fold change and adjusted p values are shown. Download Figure 3-1, XLS file.

10.1523/ENEURO.0051-25.2025.f3-2 Figure 3-2 **Expression of Da and its dimerization partners in the adult brains when Emc is overexpressed.** Normalized counts of *emc, da, l(1)sc, sc, ac, ase, cato, ato, amos, tap, twi, nau, HLH54F, hand, CG33557, Fer1, Fer2, Fer3, oli, net, tx, sage, dim, HLH3B and HLH4C* are shown from Emc overexpression RNA-seq experiments. Classification is based on Ledent and Vervoort, 2001, and Massari and Murre, 2000. Emc^OE^ – elavC155-Gal4 > emc, Control – elavC155-Gal4xwhite*. The replicates are shown as individual shapes and error bars represent standard error of the mean (SEM)**.** ***p < 0.001; ns, not significant; Benjamini-Hochberg procedure (BH) -adjusted p-values. Download Figure 3-2, TIF file.

10.1523/ENEURO.0051-25.2025.f3-3 Figure 3-3 **Biological processes affected by Da inhibition by Emc overexpression.** Gene ontology analysis was conducted on differentially expressed genes caused by Emc overexpression and biological processes affected are listed. Description of the categories, genes ID-s of differentially expressed genes belonging to the categories, p values, adjusted p values and q values are shown. Download Figure 3-3, XLS file.

10.1523/ENEURO.0051-25.2025.f3-4 Figure 3-4 **Reactome pathways affected by Da inhibition by Emc overexpression.** Gene ontology analysis was conducted on differentially expressed genes caused by Emc overexpression and Reactome pathways affected are listed. Description of the categories, genes ID-s of differentially expressed genes belonging to the categories, p values, adjusted p values and q values are shown. Download Figure 3-4, XLS file.

To explore the processes regulated by Da, we performed GO enrichment analysis on the differentially expressed gene data. Notably, 15% of all upregulated genes were associated with behavior (Fig. 3*c*; Extended Data Fig. 3-3). 

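All 28 genes that the paper lists under behavior had higher counts in Emc OE than in Control brains. Of these, 24 were called upregulated, and 26 with the replicate block. The 4 not called without the block were *brp* and *sbb*, and *pros* and *Ilp5*, which are named here after their values were seen. The log2 fold changes of the listed genes ranged from 0.23 to 3.17, with a median of 0.30. *Obp99b* (1.64) and *Adh* (1.34), which had some of the largest changes, are also in a list of fat body marker genes and were singled out after their values were seen. The paper's percentage is the number of these genes among its 185 upregulated genes with a GO annotation (15.1%). GO annotation of the other genes was not used here, so the enrichment itself was not recomputed.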

The term “behavior” included genes that were also enriched in memory, learning and cognition, locomotion, mating, reproduction, and male courtship behavior (Extended Data Fig. 3-3). 

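Under memory, 9 of the paper's 10 genes were called upregulated, and under learning or memory and under cognition 10 of 11. *brp* was the gene not called in these terms, and with the replicate block every gene of them was called. For locomotory behavior 10 of 13 genes were called (12 with the block), for mating behavior and for reproductive behavior 7 of 9 (8 with the block), and for male courtship behavior 5 of 6 in both models. The memory gene with the largest change was *w*, whose normalized count was 2622 ± 238 (SD, n = 4) in Emc OE and 1454 ± 85.9 (SD, n = 4) in Control brains. Its log2 fold change was 0.85 (standard error 0.070, adjusted p = 4.77e-05 from edgeR; with the block adjusted p = 0.000609). The other eye pigment genes examined, *bw* and *st*, had log2 fold changes of -0.51 (edgeR adjusted p = 0.0172) and -0.36 (edgeR adjusted p = 0.0693; with the block 0.0171 and 0.0260). An extra copy of *w* marks many transgenes. Such a copy in the *UAS-emc* line is a candidate source of the higher *w* counts, and these genes cannot tell it from an effect of Emc. *w* is also among the genes called under mating, reproductive and male courtship behavior.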

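Of the genes the paper lists under the upregulated GO terms, 5 of 7 were called upregulated for R7 cell differentiation (6 with the replicate block), which include *emc* itself. For the G-protein-coupled receptor signaling pathway 12 of 14 were called (13 with the block), and for cell projection morphogenesis 17 of 21 (18 with the block). For regulation of neurotransmitter levels and for the synaptic vesicle cycle, 7 of 9 genes each were called (8 with the block), with *w* among them in both terms. Lists of 55 presynaptic genes and 62 G-protein-coupled receptor (GPCR) genes were also written from gene names, and 49 and 61 of them were tested. They include genes that the paper names as upregulated, so they are not independent of its calls. Of the presynaptic genes, 42 had higher and 7 lower counts in Emc OE brains, with a median log2 fold change of 0.12 (0.12 with the block). Of them, 9 were upregulated with adjustment over all features, 10 with adjustment over the list alone and 10 with the block. In the models that left out 1 sample, the number ranged from 3 (without Control replicate 2) to 12 (without Emc OE replicate 1). The mean log2 normalized count of the presynaptic list was 13.08 ± 0.052 in Emc OE and 12.97 ± 0.042 in Control brains (SD, n = 4), with no overlap between the groups (exact two-sided permutation test, p = 0.0286). limma's camera test, which allows for the correlation between genes of a list, did not set the list apart from the other genes (p = 0.245, adjusted p over 4 gene sets 0.490; with the block p = 0.239). The model with 3 surrogate variables and the order of the table moved the median most, to 0.039, total counts in place of TMM moved it to 0.18, and a correction for gene length in each sample lowered it to 0.067 and left 5 genes upregulated. Of the GPCR genes, 43 had higher and 18 lower counts, with a median log2 fold change of 0.056. In both adjustments 5 GPCR genes were upregulated (*SIFaR*, *5-HT1A*, *MsR1*, *AstC-R2* and *mAChR-A*) and 1 was downregulated (*AstC-R1*, log2 fold change -0.87), and 6 and 1 with the block. Of these receptor genes, only *5-HT1A* was to be named before the values were seen. The GPCR list did not differ between the groups (exact two-sided permutation test, p = 0.114; camera p = 0.432, with the block p = 0.542). Without the genes the paper lists as changed, 55 GPCR genes had a median log2 fold change of 0.052, and 0 of them were called.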

Inhibition of Da activity also resulted in upregulation of genes associated with photoreceptor R7 differentiation, G-protein–coupled receptor signaling, cell projection morphogenesis, regulation of neurotransmitter, and synapses (Fig. 3*c*; Extended Data Fig. 3-3). 

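Of 9 genes with a role at synapses, 7 were called upregulated, and 8 with the replicate block. The serotonin receptor gene *5-HT1A* (FBgn0004168; 2R, 19067155 to 19121958) had a normalized count of 2566 ± 90.0 in Emc OE and 2094 ± 88.5 in Control brains (SD, n = 4), with a log2 fold change of 0.29 (standard error 0.047, adjusted p = 0.00372 from edgeR; with the block 0.0159). *SLC22A* (FBgn0037140; 3L, 21934704 to 21938636) had a log2 fold change of 0.31 (standard error 0.055, adjusted p = 0.00634 from edgeR; with the block 0.0191). For *VGAT* (FBgn0033911; 2R, 14198478 to 14201249) it was 0.23 (standard error 0.041, adjusted p = 0.00696; with the block 0.0203). *Tbh* (FBgn0010329; X, 7995697 to 8027394) rose by 0.25 (standard error 0.048, adjusted p = 0.0111; with the block 0.0341). These 4 genes were called in all 8 models that left out 1 sample. *Syt7* (0.28, adjusted p = 0.0121; with the block 0.0387) was called in 6 of the 8, *Vmat* (0.23, adjusted p = 0.0179; with the block 0.0284) in 5 and *Syx1A* (0.25, adjusted p = 0.0279; with the block 0.0252) in 3. Of the exon length of *Vmat*, 26.2% lies in exons of other features, and of *Syx1A* 10.7%. *Vmat* was not called after the correction for gene length. *brp* had a log2 fold change of 0.27 (standard error 0.077), with an adjusted p of 0.0527 from edgeR without the block and 0.0443 with it. *unc-13*, with 28.4% of its exon length in exons of other features, had a log2 fold change of 0.23 (standard error 0.085) and was not called in either model (adjusted p = 0.1197 from edgeR, and 0.0513 with the block). Its normalized counts of 27610.4 ± 1942 in Emc OE and 23559.8 ± 2764 in Control brains (SD, n = 4) overlapped between the groups. Within same-numbered pairs, however, *unc-13* was higher in Emc OE brains in 4 of 4. DESeq2 with the block, chosen after seeing the values, called it upregulated (log2 fold change 0.23, adjusted p = 0.00537 from DESeq2).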

For example, among the upregulated genes were the following synapse associated genes: *5-HT1A* (serotonin receptor; Gasque et al., 2013), *Tbh* (key-limiting enzyme in octopamine synthesis; Brembs et al., 2007), *SLC22A* (acetylcholine uptake; Gai et al., 2016), *brp* (synaptic vesicle release; Hallermann et al., 2010), *Syx1A* (neurotransmitter release; Schulze et al., 1995), *unc-13* (synaptic vesicle exocytosis; Aravamudan et al., 1999), *VGAT* (GABA packaging into synaptic vesicles; Fei et al., 2010), *Syt7* (synaptic vesicle exocytosis; Guan et al., 2020), and *Vmat* (dopamine, serotonin, and octopamine packaging into secretory vesicles; Greer et al., 2005; Extended Data Fig. 3-3). Downregulated genes were generally associated with pathways involved in translation and metabolism (Fig. 3*c*; Extended Data Fig. 3-3). 

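Of the 28 genes the paper lists under cytoplasmic translation, 27 encode ribosomal proteins, and 18 were called downregulated (20 with the replicate block). For the carbohydrate metabolic process 23 of 32 genes were called (23 with the block), for small molecule biosynthesis 22 of 29 (22) and for cellular amino acid metabolism 12 of 19 (14). All these genes had lower counts in Emc OE than in Control brains, called or not. The median log2 fold change was -0.25 for the translation genes, with a range of -0.35 to -0.22, and -0.37 for the carbohydrate genes, with a range of -2.93 to -0.22. As a set chosen by gene symbol and not by its change, 82 of 88 cytoplasmic ribosomal protein genes were tested. Of these, 78 had lower and 4 higher counts in Emc OE brains, with a median log2 fold change of -0.20 (-0.20 with the block). With adjustment over all features 18 were downregulated, with adjustment over the set alone 35, and with the block 21. The mean log2 normalized count of the set was 12.99 ± 0.11 in Emc OE and 13.18 ± 0.090 in Control brains (SD, n = 4), and it was lower in 3 of 4 same-numbered pairs (exact two-sided permutation test, p = 0.0571). The correlation between the genes of the set was 0.547, and the camera test that allows for it did not set them apart from the other genes (p = 0.177, adjusted p over 4 gene sets 0.490; with the block p = 0.183). The model with 3 surrogate variables and the order of the table moved the set most, to a median of -0.10. Total counts in place of TMM moved it to -0.13 with 4 genes downregulated. More genes of the set were called downregulated with DESeq2 without the block (34) and with edgeR's robust option (28).

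**Figure D2:**
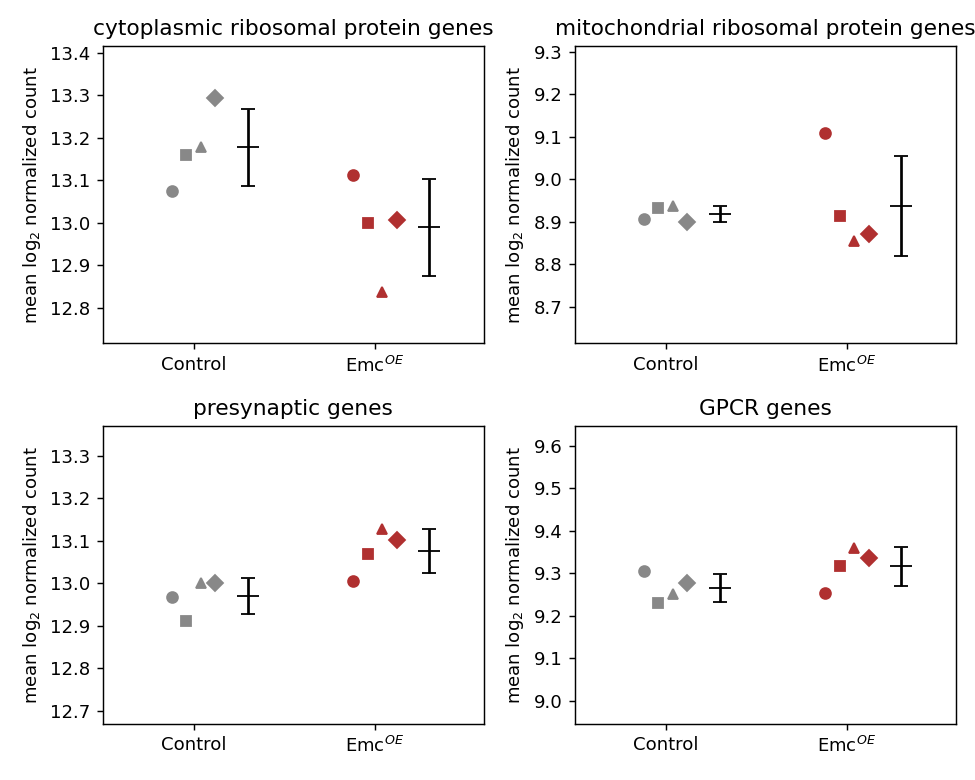
Mean log2 normalized count (y-axis, the same span in each panel) of 4 gene sets in the 4 Control (grey) and 4 Emc OE (red) brain samples, with the marker shape giving the replicate number and the bar at the side the mean ± SD. The groups do not overlap for the 49 presynaptic genes and overlap for the 82 cytoplasmic ribosomal protein genes, the 72 mitochondrial ribosomal protein genes and the 61 GPCR genes.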

To further elucidate pathways that are regulated by Da, we utilized a manually curated and peer-reviewed Reactome pathway database. Similar to GO analysis, genes associated with G-protein–coupled receptor signaling, neurotransmitters, and synapses were upregulated when Da was inhibited (Fig. 3*d*; Extended Data Fig. 3-4). 

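For the Reactome pathways, 7 of the paper's 10 genes of G-protein-coupled receptor signaling were called upregulated (9 with the replicate block), 6 of 7 of the neurotransmitter release cycle (6) and 8 of 10 of transmission across chemical synapses (8). The log2 fold changes of the synaptic transmission genes ranged from 0.23 to 0.35. *unc-13* was the gene of the release cycle that was not called without the block.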

Additionally, downregulated genes were associated with translation and metabolism but also with the nonsense-mediated decay pathway (Fig. 3*d*; Extended Data Fig. 3-4). 

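Of the paper's 32 genes of the translation pathway, 22 were called downregulated, and 24 with the replicate block. All 27 genes of the nonsense-mediated decay pathway encode ribosomal proteins and are also listed under translation. Of these, 17 were called downregulated (19 with the block), with log2 fold changes between -0.35 and -0.22. For the metabolism of carbohydrates 14 of 17 genes were called (12 with the block), and for the metabolism of amino acids and derivatives 17 of 22 (17), with medians of -0.41 and -0.44.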

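In each of the GO terms and Reactome pathways above, fewer genes were called without the block than the paper lists. DESeq2 with the block, chosen after seeing the values, called all 266 and 506 genes of the paper's lists. The shortfall therefore goes with the model used here. When each of the 8 samples was left out in turn, 167 of the upregulated and 258 of the downregulated features were called every time. With overexpressed Emc taken as an inhibitor of Da, the paper reasons from the enriched terms of the up- and downregulated genes to the processes that Da regulates.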

In conclusion, our RNA-seq experiments of adult *Drosophila* brains, where Da function was inhibited by Emc overexpression, demonstrated that Da regulates genes related to metabolism, translation, and behavior including memory, neurotransmitter transport and release, and synapses.

### Daughterless directly regulates genes associated with neuronal projection guidance, metabolism, and translation in the adult *Drosophila* brains

Next, to further elucidate the roles of Da in the adult nervous system, we were interested which genes and processes are directly regulated by Da. For that, we performed integrated analysis of the two generated datasets—differentially expressed genes in the brain where Da function was inhibited by Emc overexpression and 3xFLAG-Da binding data from ChIP-seq experiment (Fig. 4*a*). Overlap between the datasets show that 3xFLAG-Da bound 36 of the upregulated genes (13.5%, two-sided Fisher's exact test, Holm adjusted *p* value 0.0372) and 88 of downregulated genes (17.4%, two-sided Fisher's exact test, Holm adjusted *p* value 2.04 × 10^−8^; Fig. 4*b*; Extended Data Fig. 4-1), consistent with the notion that Da functions as activator of transcription. 

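Of the 36 upregulated genes with a 3xFLAG-Da peak in the paper's list, 33 were called upregulated in the counts (35 with the replicate block), with a median log2 fold change of 0.29. Of the 88 downregulated genes with a peak, 70 were called downregulated (71 with the block), with a median of -0.33. These counts moved most to 2 upregulated genes, in the model with 3 surrogate variables and the order of the table, and to 4 downregulated genes, at a log2 fold change threshold of 1. Binding was compared between changed and unchanged genes with the 380 peaks of the paper's list on chromosome 2L up to position 19399224, which lie at 330 genes. Peaks further on and on other chromosomes were not used here for this test. It therefore covers only part of the paper's list and cannot decide the paper's comparison over the whole genome. Of 85 downregulated genes on this part of 2L, 14 had a peak (16.5%), against 257 of 1333 tested genes that were not called (19.3%), an odds ratio of 0.826 (two-sided Fisher's exact test, p = 0.573, Holm-adjusted p = 0.573). Of 65 upregulated genes, 6 had a peak (9.23%), an odds ratio of 0.426 (Fisher's exact test, p = 0.0496, Holm-adjusted p = 0.0993). With the block, the odds ratios in the exact test were 0.744 (p = 0.462) and 0.591 (p = 0.229). A comparison with every gene of the table on this part of 2L that was not called, tested or not, was chosen after seeing the values. In it, 10.7% of the other genes had a peak, and the odds ratios in the exact test were 1.65 (p = 0.109) for downregulated and 0.849 (p = 0.841) for upregulated genes.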

To investigate the functions of direct Da target genes, we used enrichment analysis. GO analysis revealed that 20% of the upregulated genes were associated with regulation of neuron projection guidance (Fig. 4*c*; Extended Data Fig. 4-2). This included the following genes involved in axon guidance: *SoxN* (HMG-domain transcription factor; Girard et al., 2006), *LRP1* (LDL receptor protein; Li et al., 2020), *sbb* (transcriptional coregulator; Kaminker et al., 2002), *Dab* (adaptor protein; Song et al., 2010), *side* (transmembrane protein; Siebert et al., 2009), and *RhoGAP100F* (Rho GTPase-activating protein; Holbrook et al., 2012; Extended Data Fig. 4-2). 

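Of the 7 genes the paper lists under neuron projection guidance among its 34 annotated upregulated genes with a peak (20.6%), 5 were called upregulated here, and 6 with the replicate block. *SoxN* (FBgn0029123; 2L, 8825645 to 8829670) had a normalized count of 3233 ± 149 in Emc OE and 2643 ± 113 in Control brains (SD, n = 4), a log2 fold change of 0.29 (standard error 0.050, adjusted p = 0.00538 from edgeR; with the block 0.0166). *side* (FBgn0016061; 3R, 27375088 to 27437482) had a log2 fold change of 0.27 (standard error 0.057, adjusted p = 0.0153; with the block 0.0252). *Dab* (FBgn0000414; 3L, 16712126 to 16724575) had 0.26 (standard error 0.059, adjusted p = 0.0213; with the block 0.0258). *LRP1* (FBgn0053087; 2R, 8174165 to 8226438) had 0.33 (standard error 0.080, adjusted p = 0.0281; with the block 0.0114). *sbb* and *RhoGAP100F* both had a log2 fold change of 0.24, with adjusted p of 0.0720 and 0.0873 from edgeR without the block and 0.0625 and 0.0397 with it. For *sbb*, 5.57% of the exon length lies in exons of other features. *side*, *Dab* and *LRP1* have exon lengths of 11723, 9270 and 15786 bases and were not called after the correction for gene length, whereas *SoxN*, with 4026 bases, was.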

The downregulated genes were enriched in terms associated with metabolism and translation (Fig. 4*c*; Extended Data Fig. 4-2). In addition, we used the Reactome pathway analysis of the Da direct target genes. 

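Of the 10 downregulated genes with a peak that the paper lists under the carbohydrate metabolic process, 6 were called downregulated (6 with the replicate block), and of the 8 under the cellular carbohydrate metabolic process 5 (5). All of them had lower counts in Emc OE brains, with log2 fold changes between -0.97 and -0.22.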

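Among ribosomal protein genes with a 3xFLAG-Da peak, *RpL23A* (FBgn0026372; 3L, 1666288 to 1668654) had a normalized count of 13538 ± 488 in Emc OE and 16581 ± 629.7 in Control brains (SD, n = 4), a log2 fold change of -0.29 (standard error 0.048, adjusted p = 0.00455 from edgeR; with the block 0.0103), and 31.9% of its exon length lies in exons of other features. It was called in all 8 models that left out 1 sample. *RpLP2* (-0.35, adjusted p = 0.0204; with the block 0.0330) was called in 5 of the 8, *RpL7* (-0.24, adjusted p = 0.0244; with the block 0.0374) in 4 and *RpL13A* (-0.25, adjusted p = 0.0286; with the block 0.0461; 8.31% of the exon length shared) in 3. *RpL37a* had a log2 fold change of -0.22 and was called without the block (adjusted p = 0.0447 from edgeR) but not with it (0.0561). For *RpL11* the log2 fold change was -0.22, and it was called with the block (adjusted p = 0.0345 from edgeR) but not without it (0.0639). In each of these genes every Emc OE sample had a lower count than every Control sample (exact two-sided permutation test, p = 0.0286 for each). With total counts in place of TMM, only *RpLP2* of these genes was called.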

Genes directly regulated by Da were involved in translation and nonsense-mediated decay (Fig. 4*d*; Extended Data Fig. 4-3). 

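Of 6 genes of carbohydrate metabolism with a 3xFLAG-Da peak, 5 were called downregulated, and 4 with the replicate block. The glycogen branching enzyme gene *AGBE* (FBgn0053138; 2R, 13171401 to 13174796) had a normalized count of 3437 ± 273 in Emc OE and 4769 ± 629 in Control brains (SD, n = 4), a log2 fold change of -0.47 (standard error 0.091, adjusted p = 0.0101 from edgeR; with the block 0.0297). It was called in all 8 models that left out 1 sample. The log2 fold changes were -0.33 for *Aldh* (adjusted p = 0.0204; with the block 0.0204), -0.30 for *UGP* (adjusted p = 0.0232; with the block 0.0294) and -0.28 for *Pfrx* (adjusted p = 0.0209; with the block 0.0391). Of the exon length of *UGP*, 21.4% lies in exons of other features, and of *Gyg* 5.27%. *Gyg* (-0.23) had an adjusted p of 0.0206 from edgeR, and 0.0527 with the block. *GlyS* (-0.23) was not called, with an adjusted p of 0.0539, and 0.0789 with the block. With total counts in place of TMM, none of the 6 genes was called.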

Also, carbohydrate metabolism-related genes were affected. In conclusion, by combining 3xFLAG-Da binding and Emc overexpression transcriptomics datasets, we showed that Da directly regulates genes that are associated with neuronal projection guidance, metabolism, and translation.

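Most of the genes with a peak had small changes: 3 of the 36 upregulated and 4 of the 88 downregulated ones had a log2 fold change of at least 1 in size, against 82 of 266 and 81 of 506 genes in the paper's 2 lists. Within 5 groups of similar count, no difference in peaks between large and smaller changes was detectable (common odds ratio 0.648, Mantel-Haenszel test, p = 0.549, n = 611 genes called here and in the paper). The genes with a peak and a large change were *Pepck2*, *Obp99b* and *CG43089*, and *sr*, *spartin*, *CG30371* and FBti0059796, all named after their values were seen apart from *sr*. *Pepck2* and *Obp99b* are in the list of fat body marker genes, and FBti0059796 is a transposon insertion. From genes that both carry a 3xFLAG-Da peak and change in counts after Emc overexpression, the paper concludes that Da regulates them directly, and takes the terms enriched among these genes as the processes concerned.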

**Figure 4.**
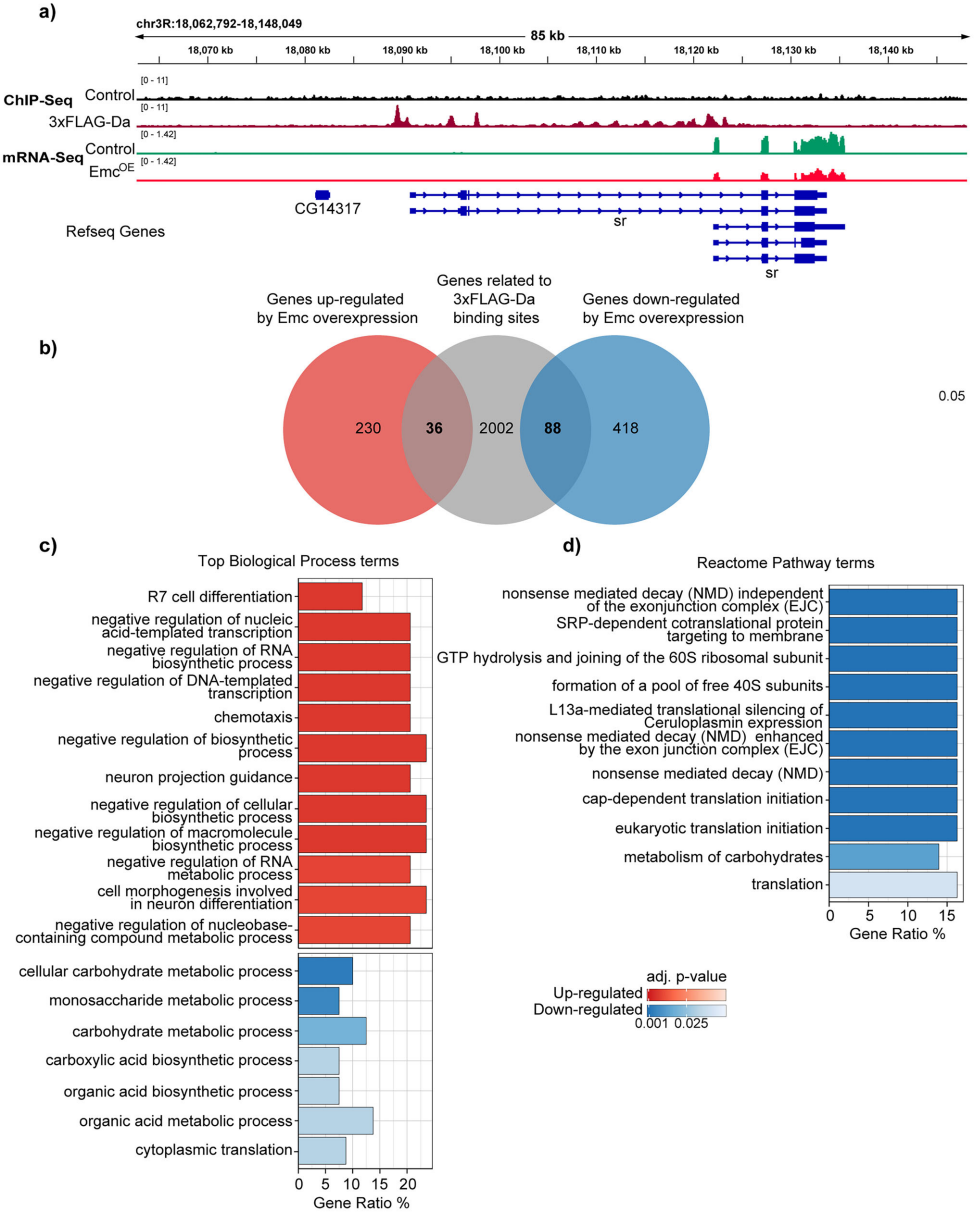
Pathways directly regulated by Da. ***a***, Visualization of anti-FLAG ChIP-seq data from adult *Drosophila* heads of 3xFLAG-Da and control flies and RNA-seq data from adult brains of Emc^OE^ (elavC155-Gal4 > emc) flies compared with control (elavC155-Gal4xwhite*) flies. ChIP-Seq data were visualized as fold enrichment over input and RNA-Seq data as counts per million aligned reads. Biological replicates were merged for visualization, with *n* = 2 for ChIP-Seq and *n* = 4 for RNA-Seq. As an example, *stripe (sr)* gene locus is shown, where 3xFLAG-Da binds to the promoter regions, and expression in RNA-Seq is lower in Emc^OE^. ***b***, Venn diagram of common statistically significant genes from 3xFLAG-Da ChIP-seq and Emc^OE^ RNA-seq datasets. For 3xFLAG-Da ChIP-seq, statistically significant genes were defined as log_2_ fold change > 1 (compared with white*) and false discovery rate ≤ 0.05. For Emc^OE^ RNA-seq, statistically significant genes were determined as follows: counts ≥20 at least in control or Emc^OE^ samples, log_2_ fold change >0.2 or <−0.2 and *p*-adjusted values ≤ 0.05. Genes that were upregulated or downregulated by Emc overexpression and that contained FLAG-Da ChIP peaks are listed in Extended Data Figure 4-1. ***c***, GO terms and (***d***) Reactome Pathway terms for common genes. Color gradient represents adjusted *p* values (BH); red and blue indicate up- and downregulated gene cohorts in the RNA-seq data, respectively. Biological processes directly regulated by Da are shown in Extended Data Figure 4-2 and Reactome Pathways in Extended Data Figure 4-3.

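*sr* (FBgn0003499; 3R, 18090803 to 18135583) had a normalized count of 514 ± 222 (SD, n = 4) in Emc OE and 1024 ± 201 (SD, n = 4) in Control brains. The log2 fold change was -1.002 (standard error 0.24, adjusted p = 0.0280 from edgeR), and -1.06 with the replicate block (standard error 0.12, adjusted p = 0.00292). Every Emc OE sample had a lower count than every Control sample (exact two-sided permutation test, p = 0.0286), and replicate 4 was the highest in both groups, with 846 in Emc OE, above the 389 to 431 of the other replicates, and 1314 in Control, above 862 to 1002. Without the block *sr* was called in 3 of the 8 models that left out 1 sample, with log2 fold changes of -1.35 to -0.86, and was not called with edgeR's robust option. The paper's peak list places 3xFLAG-Da peaks for *sr* at 18089387 to 18089787 and 18121377 to 18121777 on 3R, both annotated as promoter, and at 18094841 to 18095241 in the first intron.

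**Figure D3:**
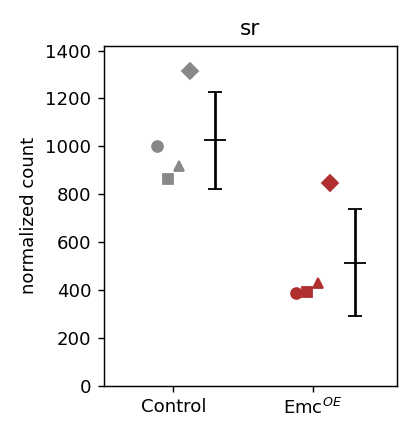
Normalized counts of *sr* (y-axis, from 0) in the 4 Control (grey) and 4 Emc OE (red) brain samples, with the marker shape giving the replicate number and the bar at the side the mean ± SD. The highest Emc OE sample (846) lies just below the lowest Control sample (862).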

10.1523/ENEURO.0051-25.2025.f4-1 Figure 4-1 **Da target genes.** Genes that were up-regulated or down-regulated by Emc overexpression and that contained FLAG-Da ChIP peaks are listed. Gene name, average counts and counts in each genotype, log2 fold change and adjusted p values are shown. Additionally, peaks that were significantly enriched in 3xFLAG-Da samples compared to white* samples and are related to genes that were differentially expressed by Emc overexpression are listed. Genomic location, annotation, gene related to the location, normalized counts, enrichment fold, FDR and p value are shown for each enriched peak. Download Figure 4-1, XLS file.

10.1523/ENEURO.0051-25.2025.f4-2 Figure 4-2 **Biological processes regulated by Da target genes.** Gene ontology analysis was conducted on the Da target gene data set and biological processes affected are listed. Description of the categories, genes ID-s of differentially expressed genes belonging to the categories, p values, adjusted p values and q values are shown. Download Figure 4-2, XLS file.

10.1523/ENEURO.0051-25.2025.f4-3 Figure 4-3 **Reactome pathways regulated by Da target genes.** Gene ontology analysis was conducted on the Da target gene data set and Reactome pathways affected are listed. Description of the categories, genes ID-s of differentially expressed genes belonging to the categories, p values, adjusted p values and q values are shown. Download Figure 4-3, XLS file.

### Daughterless is important for learning of adult *Drosophila*

The RNA-seq experiment showed that in adult *Drosophila* brains, Da regulates genes associated with learning, memory, and synaptic signaling. In addition, according to our experiments, genes associated with neuronal projection guidance are direct targets of Da in the adult brain. Next, to validate Da involvement in memory formation of adult *Drosophila*, we carried out appetitive associative learning experiments using neuronal Emc overexpression flies. The median performance index of Emc^OE^ flies was close to 0, and the median performance index of the control flies was ∼0.3 (Fig. 5*a*), indicating a severe memory impairment of the Emc^OE^ flies. Our experiments demonstrated that inhibiting Da activity through Emc overexpression significantly reduced the learning ability of the flies. We performed additional learning experiments with flies where *da* was silenced using RNAi approach to further validate that Da itself is involved in memory formation. Because silencing *da* by *elavC155-Gal4* driver was lethal at pupal stage, we used another pan-neuronal driver—*nSyb-Gal4*. Memory of the *da^RNAi^* flies was significantly impaired compared with control flies (Fig. 5*e*) demonstrating again the importance of Da in memory formation of adult *Drosophila*.

**Figure 5.**
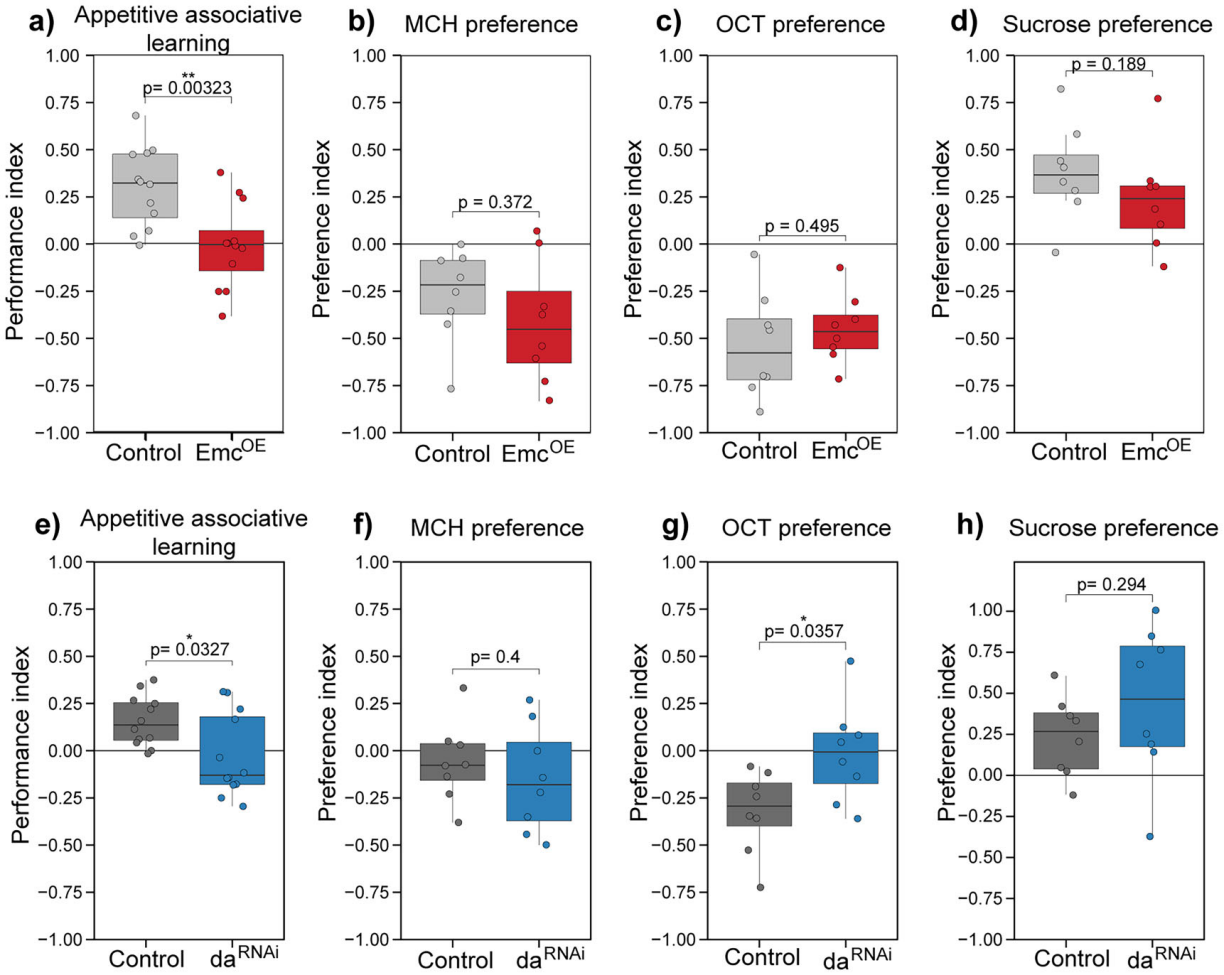
Appetitive associative learning is impaired in adult *Drosophila* with pan-neuronal Da inhibition by Emc. Performance index of 1-d-old Emc^OE^ (elavC155-Gal4 > emc) flies is significantly reduced compared with control (elavC155-Gal4xwhite*) flies (***a***), and performance index of da^RNAi^ (nSyb-Gal4 > da^RNAi^) flies is significantly reduced compared with control (nSyb-Gal4xwhite*) flies (***e***). Preference index toward MCH is shown on ***b*** and ***f***, OCT (3-octanol) on ***c*** and ***g***, and sucrose on ***d*** and ***h***. Performance and preference indexes are visualized using box-whisker plots that show the median, the 25% and 75% quartiles (hinges); the upper whisker extends from the hinge to the largest value no further than 1.5 of the interquartile range from the hinge; the lower whisker extends from the hinge to the smallest value at most 1.5 * interquartile range of the hinge, individual data points are presented as small dots; *n* = 12 for ***a*** and ***e***; *n* = 8 for ***b***, ***c***, ***d***, ***f***, ***g***, and ***h***. *p* values were calculated using two-sided Wilcoxon rank-sum test. Expression patterns of pan-neuronal Gal4 drivers used are shown in Extended Data Figure 5-1.

10.1523/ENEURO.0051-25.2025.f5-1 Figure 5-1 **Expression of 3xFLAG-Da, *elavC155-Gal4* and *nSyb-Gal4* in the adult *Drosophila* brain. (**a) and (g) show 3xFLAG-Da expression in the dorsal part of the brain, (d) and (j) show 3xFLAG-Da expression in the ventral part of the brain in magenta; nls-GFP expression shows the expression pattern of the drivers in green – (b) – *elavC155-Gal4* dorsal part of the brain, (e) – *elavC155-Gal4* ventral part of the brain, (h) – *nSyb-Gal4* dorsal part of the brain, (k) - *nSyb-Gal4* ventral part of the brain; on (c), (f), (i) and (l) 3xFLAG-Da and the driver’s signals are merged. White arrows point to some co-expression. Download Figure 5-1, TIF file.

To test if these results were truly caused by memory impairment and not by changes in the sensing of smell and taste of the flies, we carried out preference experiments toward sucrose and the odors. Both of the odors—3-octanol (OCT) and 4-methyl cyclohexanol (MCH)—were aversive to the Emc^OE^ and control flies as shown before (Hussain et al., 2018; Fig. 5*b*,*c*). Although we noticed a small reduction of sucrose preference in Emc^OE^ flies (median preference of the control flies was ∼0.35 and the Emc^OE^ flies 0.25), this difference was not statistically significant and both flies preferred sucrose solution to water (Fig. 5*d*). *da^RNAi^* flies were able to sense MCH and sucrose but failed to sense OCT (Fig. 5*f*–*h*). This is probably caused by different driver lines used for Emc^OE^ and *da^RNAi^*. *elavC155-Gal4* is expressed strongly in the mushroom bodies, but the expression is weaker elsewhere, and *nSyb-Gal4* is expressed more widely (Extended Data Fig. 5-1).

Next, to further investigate involvement of Da in learning of adult flies, we were interested if memory impairment is caused by inhibiting Da activity during development or in the adult brain. *elavC155-Gal4* is expressed from embryonic stages, and the memory impairment caused by Emc overexpression using this driver could be developmental. We decided to use temperature-sensitive *tubulin-Gal80 (ts-Gal80)* transgene to activate Emc overexpression in the adult flies after pupariation. Gal80 inhibits Gal4, and the ts-Gal80 is active in 18°C and degrades in 29°C. *ts-Gal80;elavC155* *>* *emc* flies were grown in 18°C and transferred to 29°C after eclosion from the pupae where they were starved for 24 h for memory experiments. Control flies with the same genotype were starved in 18°C for 24 h. Although *emc* was successfully overexpressed in the brains of the flies who were transferred to 29°C, their learning was not significantly impaired (Fig. 6*a*,*b*). This shows that inhibiting Da activity in the adult brains using Emc overexpression is not sufficient to cause memory impairment although Da regulates genes associated with memory in the adult brains. Collectively, our results show that Da is required for memory of adult *Drosophila* acting already during development.

**Figure 6.**
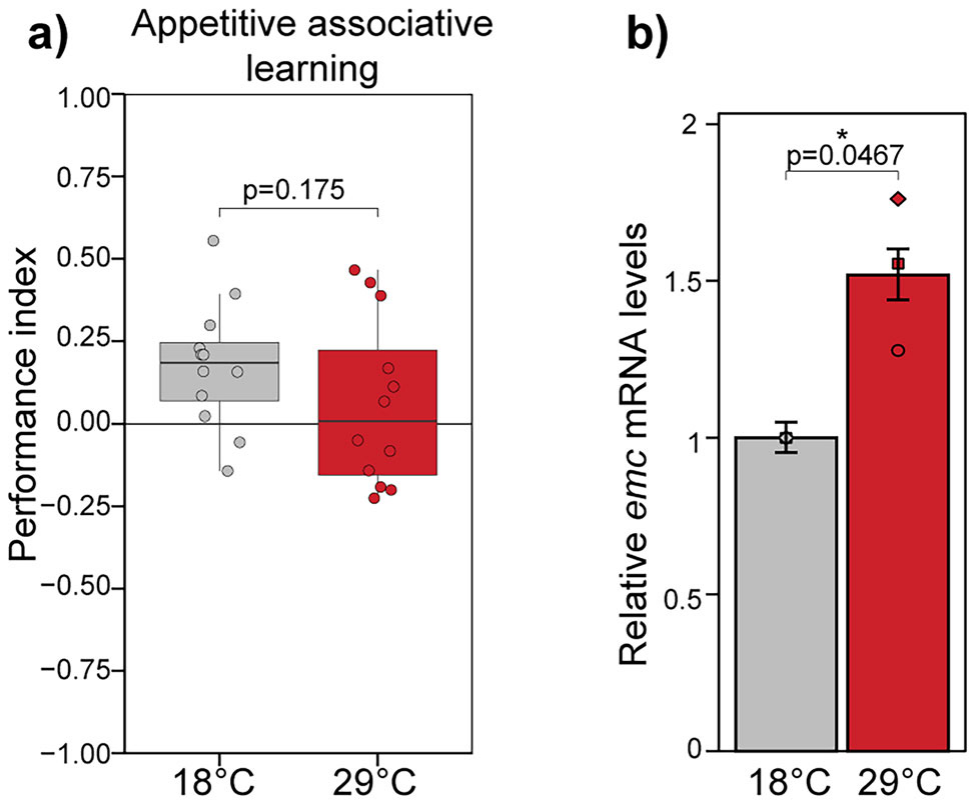
Inhibiting Da in the adult brains after pupariation does not significantly effect memory of the flies. ***a***, Performance index of *ts-Gal80*;*elavC155-Gal4* *>* *emc* flies starved in 29°C for 24 h is not significantly changed compared with flies starved in 18°C. Performance indexes are visualized using box-whisker plots that show the median, the 25% and 75% quartiles (hinges); the upper whisker extends from the hinge to the largest value no further than 1.5 of the interquartile range from the hinge; the lower whisker extends from the hinge to the smallest value at most 1.5 * interquartile range of the hinge; individual data points are presented as small dots; *n* = 12 *p* value was calculated using two-sided Wilcoxon rank-sum test. ***b***, qPCR results of cDNA from *ts-Gal80*;*elavC155-Gal4* *>* *emc* flies kept in 29 or 18°C for 24 h. Relative *emc* mRNA levels were calculated and shown in fold change compared with flies in 18°C. Replicates are shown as individual shapes, and error bars indicate SEM; *n* = 3, two-tailed Student’s paired *t* test.

### Overexpression of Daughterless causes reduction of the translation rate in adult *Drosophila* brains

The FLAG-Da ChIP-seq and Emc^OE^ transcriptomics experiments showed that Da directly regulates a number of ribosome protein genes (Extended Data Fig. 4-1). 

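In the brain counts, the mean log2 normalized count of the cytoplasmic ribosomal protein genes minus that of 72 mitochondrial ribosomal protein genes changed by -0.21 in Emc OE against Control brains, and was lower in 4 of 4 same-numbered pairs (exact two-sided permutation test, p = 0.0286). The mitochondrial set alone had a median log2 fold change of 0.036, with 46 genes higher and 26 lower (exact two-sided permutation test, p = 0.943; camera p = 0.919, with the replicate block p = 0.913). Its median turned to -0.036 without Emc OE replicate 1. Without the ribosomal protein genes that the paper lists as changed, the other 55 cytoplasmic ones had a median log2 fold change of -0.17, and 1 of them, *RpL7A* (log2 fold change -0.21, named after its value was seen), was called downregulated. Between 5 and 30 cytoplasmic ribosomal protein genes were called downregulated in the models that left out 1 sample.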

To further investigate the role of Da in regulating protein synthesis, we used ex vivo labeling of de novo synthesized proteins using puromycin (Villalobos-Cantor et al., 2023). Puromycin incorporates into newly synthesized polypeptide chains and allows detection using anti-puromycin antibodies. We tested different times of labeling and observed that 60 min gives strongest labeling without apparent shift toward lower molecular weight (degraded or truncated) proteins (data not shown). Therefore 60 min of labeling was used in all subsequent experiments. In addition to flies overexpressing Emc, we included flies with pan-neuronal Da overexpression to explore potential opposing effects on translation rates. Western blot experiments with anti-puromycin antibodies showed no effect of Emc overexpression on protein synthesis. In contrast, a 20% decrease in general translation rate was observed in Da overexpressing fly brains (Fig. 7*a,b*). Inhibiting Da activity by Emc overexpression using *elavC155-Gal4* is possibly not enough to cause change in global translation rate although it leads to transcriptional dysregulation of ribosomal protein genes in the adult *Drosophila* brains.

**Figure 7.**
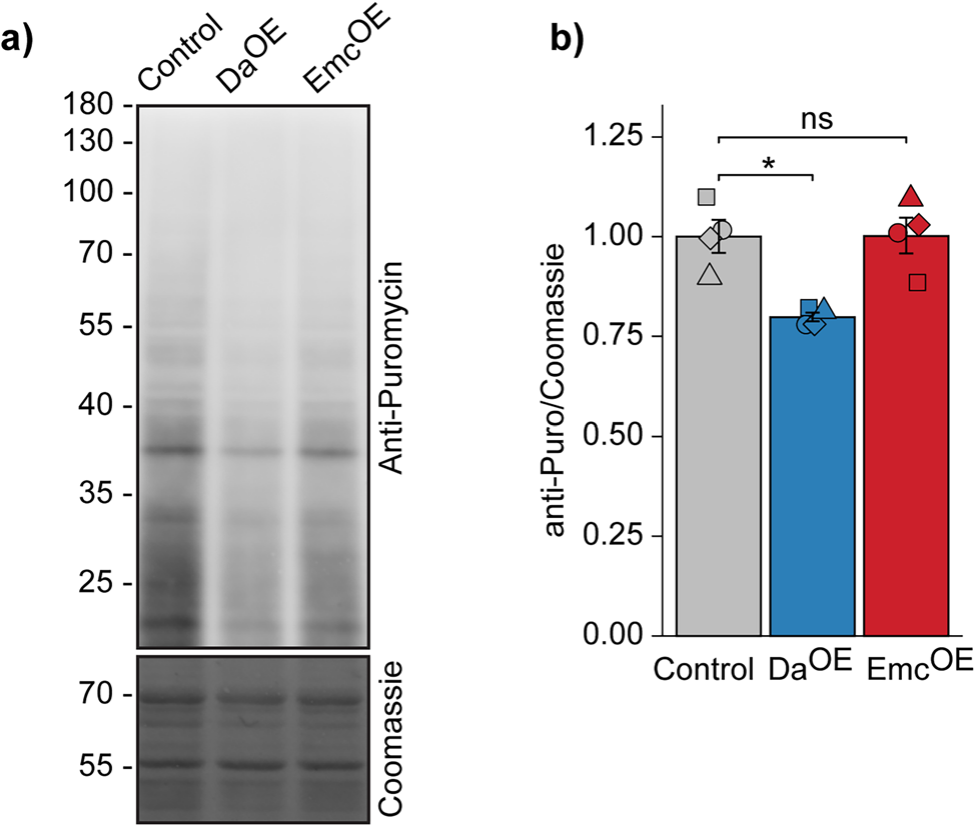
Effects of neuronal Emc overexpression and Da overexpression on translation rates in adult *Drosophila* brain. ***a***, Representative Western blot experiment of brains of 3–4-h-old flies treated with 5 µM puromycin for 1 h to label de novo synthesized proteins and detected using Western blot analysis (Anti-Puromycin); Coomassie staining was used for normalization; numbers on the left represent molecular weight in kilodalton; control, elavC155-Gal4xwhite*; Da^OE^, elavC155-Gal4 > Da; Emc^OE^, elavC155-Gal4 > Emc. ***b***, Results of densitometric analysis of Western blot. The puromycin signals were normalized using Coomassie signals. The mean results from four independent experiments are shown. Results are presented as relative fold change against control, the replicates are shown as individual shapes, and error bars indicate SEM; *p < 0.05; ns, not significant; two-tailed Student's paired *t* test.

## Discussion

Da is well known for its functions during the development of *Drosophila*, and it is crucial for the development of the nervous system (Caudy et al., 1988; Tepass and Hartenstein, 1995; Wong et al., 2008; Bhattacharya and Baker, 2011; Tamberg et al., 2015; Wang and Baker, 2015; Li and Baker, 2019). In recent years, evidence has emerged that Da also plays a role in the adult nervous system (D’Rozario et al., 2016; Tamberg et al., 2020). Moreover, we have previously shown that Da is expressed in the adult *Drosophila* brain (Tamberg et al., 2020). Here, we set out to elucidate the roles of Da in the adult nervous system.

To investigate Da transcriptional activity, we generated a reporter fly line where expression of *Firefly luciferase* gene is under the control of *CAGCTG* E-boxes, since this E-box sequence was preferred by FLAG-Da in ChIP-seq experiments. Using this reporter fly line, we validated that Emc acts as a repressor of Da activity in the adult *Drosophila* brains. Previous work on different E-box binding preferences of Da-Da homodimers or Da-class II bHLH heterodimers have shown that both homodimers and heterodimers bind to *CAGCTG* E-box sequence (Cabrera and Alonso, 1991; Jarman et al., 1993; Kunisch et al., 1994). In addition, Da-Da homodimers have been shown to bind strongly to *CATTTG*, *CATCTG*, and *CACCTG* (Kunisch et al., 1994) and weakly to *CAGGTG* (Jarman et al., 1993) E-boxes. Strong binding of the heterodimers has been reported to *CAGCTG*, *CAGGTG*, and *CACGTG* E-box sequences (Cabrera and Alonso, 1991; Jarman et al., 1993; Kunisch et al., 1994). In addition, flanking regions of the E-boxes also influence the binding of different Da-proneural protein complexes (Powell et al., 2004).

To investigate processes regulated by Da in the adult *Drosophila* brain, we analyzed transcriptome of flies where Da function was inhibited by neuron-specific overexpression of the negative regulator of Da—Emc (Ellis et al., 1990; Van Doren et al., 1991; Cabrera et al., 1994; Bhattacharya and Baker, 2011; Waddell et al., 2019). In addition to forming dimers with Da, Emc also dimerizes with Class 2 bHLH proteins and inhibits their dimerization capability with Da (Ellis et al., 1990; Cabrera et al., 1994). Our transcriptomics results show that there are several Class 2 bHLH protein genes expressed in the adult *Drosophila* brains. There is evidence of some vertebrate Class 2 bHLH proteins that regulate transcription without needing to dimerize with E-proteins (Torres-Machorro, 2021); however, there is no evidence that this happens in *Drosophila* with neuronally expressed Class 2 bHLH proteins. 

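*twi* (FBgn0003900; 2R, 22985374 to 23048325), the gene of Twist, had a normalized count of 2.85 ± 4.24 (SD, n = 4) in Emc OE and 2.53 ± 1.88 (SD, n = 4) in Control brains, below the minimum of 20, and it was therefore not tested, and without this filter it was not called. The single samples ranged from 0 to 9.16, and 12.2% of the exon length of *twi* lies in exons of other features. The raw counts were between 0 and 9 per sample.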

Homodimerization has only been shown for Twist which is not expressed in the adult brain according to our RNA-seq data (Castanon et al., 2001). This means that overexpressed Emc inhibits Da from homodimerizing and heterodimerizing with Class 2 bHLH proteins and thereby affecting its target genes in the adult *Drosophila* brains.

Our transcriptomics analysis showed that in the adult *Drosophila* brains, Da regulates synapses, memory, metabolism, and translation. The regulation of synaptic proteins in the adult brain is in agreement with our and others’ previous results from larval brain, where Da has been shown to regulate the expression of synaptic proteins Synapsin, Discs large 1, and Neurexin (D’Rozario et al., 2016; Tamberg et al., 2020). Da ortholog TCF4 also regulates memory and synaptic transmission in mouse models and also genes regulating these processes in human cell models (D’Rozario et al., 2016; Li et al., 2019; Sarkar et al., 2021; Davis et al., 2024). Furthermore, to elucidate the roles of Da in adult nervous system, we performed ChIP-seq experiments to investigate which genes are directly regulated by Da. Da binding-site data from adult *Drosophila* heads together with Emc^OE^ transcriptomics data from the brains revealed that genes associated with development of neuronal projections, metabolism, and translation are direct targets of Da. Our discovery that Da regulates genes involved in metabolism and translation is novel opens the possibility for investigating human E-proteins, including TCF4, also in these contexts.

We further confirmed the involvement of Da in the memory formation of adult *Drosophila* using behavioral experiments. Flies with inhibited Da activity displayed no memory, while control flies were capable of learning. These experiments together with our previous results showing that silencing of *da* in the larval brain impairs the appetitive associative learning (Tamberg et al., 2020) support the transcriptomics data that Da regulates genes that function in learning of the fruit fly.

Our findings showing that Da directly regulates genes involved in translation in the adult brain are novel and expand the knowledge about the functions of E-proteins. Current understanding is that memory is based on synaptic plasticity and changes in synapses need protein synthesis (Sossin and Costa-Mattioli, 2019; Bin Ibrahim et al., 2024; Di Liegro et al., 2024). This means that the processes regulated by Da in adult *Drosophila* brains—synaptic transmission, neuronal projection morphogenesis, and memory—could be linked through Da-regulated general translation. Moreover, it has been shown that translation is often dysregulated in autism spectrum disorders (Sossin and Costa-Mattioli, 2019; Longo and Klann, 2021). Mutations in Da human ortholog TCF4 cause a severe autism spectrum disorder PTHS (Zollino et al., 2019). *Drosophila*'s Da can be further investigated in the perspective of protein synthesis, and this could give new insights into the mechanisms of PTHS. Moreover, this opens a new avenue to possibly relieve some of the symptoms of PTHS. For example, it has been shown that drugs that normalize translation rates have positive effects on the autistic behaviors in fragile X syndrome mouse models (Gkogkas et al., 2014; Gantois et al., 2017).

In conclusion, we have elucidated the roles of Da in the adult *Drosophila* nervous system showing that Da regulates genes involved in synaptic transmission and memory, and genes associated with metabolism and translation are direct targets of Da. Understanding the roles of Da in adult brain possibly give insights about the roles of TCF4 in the adult brain that could be beneficial in understanding the mechanisms of the neurological diseases associated with *TCF4*. Moreover, our results indicate that Da and possibly TCF4 are involved in regulation of translation. This new avenue could be useful for developing therapies to alleviate the symptoms of PTHS.

## Data Availability

Raw sequencing data have been deposited in the Gene Expression Omnibus database under the following accession codes: GSE279158 (RNA-seq) and GSE279107 (ChIP-seq).

How the deposited data were processed for this re-analysis (not part of the article)

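RNA from dissected adult brains was measured in 4 Emc OE samples (*elavC155-Gal4* crossed to *UAS-emc*) and 4 Control samples (*elavC155-Gal4* crossed to *white**). The authors trimmed the read pairs with BBDuk, mapped them with STAR in 2 passes to BDGP6.32 and counted pairs per gene with FeatureCounts, without strand and without chimeric pairs, and the deposited values are these raw counts. The deposited table also gives the authors' gene coordinates and the exon length of each feature. Condition and replicate number were taken from the sample labels, in which both groups have replicates 1 to 4, and the pairing of samples with the same number comes from these labels alone. The paper's text does not say whether same-numbered samples were processed together. Lists of genes, terms and 3xFLAG-Da peaks came from the paper's extended data.

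The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, apeglm 1.24.0, ashr 2.2.63 and sva 3.50.0. Normalized counts are counts divided by the effective library size and multiplied by the mean effective library size. Features with a mean normalized count of at least 20 in a group were kept, TMM factors were computed again, and edgeR's quasi-likelihood test compared Emc OE with Control. The thresholds were an adjusted p of 0.05 and a log2 fold change of 0.2, as in the paper. The adjusted p beside a single gene is from edgeR unless another tool is named. Single values per sample were compared with exact two-sided permutation tests over the 70 assignments of the labels, whose smallest p is 0.0286. Gene sets were tested with limma's camera with the correlation between genes estimated from the data, and their values per sample are the mean of log2 normalized counts with a pseudocount of 0.5. For DESeq2, gene sets were tested with the correlation estimated in the edgeR model. Total counts per sample ranged from 20751513 to 41619980, and folds against groups with at most 3 counts per sample are given as lower bounds. The correction for gene length removed each sample's smooth trend of log ratios on exon length (lowess span 0.3). Binding was compared on the part of chromosome 2L covered by the peak list used here, with promoter peaks taken as those within 1 kb of a transcription start site.

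Genes are named in the text if the paper names them for these data, or if they are among the 5 features with the largest changes in each direction that passed the thresholds and changed the same way in all 4 same-numbered pairs, and other named genes are marked as chosen after their values were seen. A gene that meets this rule is not reported here. The alternatives were other normalizations, filters, thresholds and models, the replicate block, the gene length correction, leaving out each sample, other peak and gene set definitions and, added later, further DESeq2 models. On simulated counts with known changes, edgeR recovered 150 of 198 changed genes (75.8%), 59.6% of those changed by 0.5 and 91.9% of those changed by 1 on the log2 scale, with 10 false calls among 9762 features. With the block it recovered 72.2% with 18 false calls, and DESeq2 recovered 80.3% with 20 among 9721 features. With no gene changed, edgeR made 0 calls among 9781 features. A simulated set of genes lowered by 0.2 (n = 80 genes) had a camera p of 1.16e-05, and an unchanged set (n = 78 genes) had 0.156. The simulated genes varied independently of each other. The estimated correlation was 0.547 in the real cytoplasmic ribosomal set and 0.346 in the presynaptic set. The simulation therefore does not show whether the camera test could detect such a change in those sets. In 9842 features simulated with a length trend, the rank correlation of log2 fold change with length fell from 0.727 to 0.0125 after the correction. The ChIP-seq signal, GO and Reactome annotation and the genome sequence were not used here, so enrichment tests were not repeated and GC content was not examined.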

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

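The test of the transposon insertion features was chosen only after the result was seen.

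In 134 groups of 4 samples, the highest or lowest sample was compared with the others by the gap to its neighbour over the range of the group (Dixon's critical value 0.829). A sample lay beyond the critical value in 9 groups, where chance gives 6.7 at 1 in 20, so the number of such samples is close to what chance gives. Emc OE replicate 1 had 41619980 total counts, against 21400830 to 22171168 in the other Emc OE replicates. It also had the lowest normalized count of *dimm*, 52.3 against 64.8 to 67.2, and the only count of *CG33109* in Emc OE brains (normalized count 0.556). Counts were normalized for library size, and without this sample 465 features were upregulated and 492 downregulated. Control replicate 1 had 12.4% of its counts on mt:lrRNA, against 14.7% to 15.1%. In Control replicate 3, the mean log2 normalized count was 10.64 for muscle genes, against 10.98 to 11.01, and 9.31 for hemocyte genes, against 9.52 to 9.56. The normalized count of *sr* was 846 in Emc OE replicate 4, and Control replicate 4 was also the highest of its group (1314). *CG15818* had a normalized count of 2.38 in Control replicate 4, and FBti0020027 one of 1.19 in Emc OE replicate 2, with 0 in the other samples of the group. No biological explanation of single samples was tested.

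The paper does not report on transposon insertions as a class. Of 306 tested transposon insertion features, 47 were called (15.4%), 27 up and 20 down, against 803 of 9482 other features (8.47%). Insertions differ between fly strains, and the groups differ in the line crossed to the driver. If the strain were the source, insertions would be called more often than other features of similar count. The common odds ratio within 20 bins of count was 1.82 (Mantel-Haenszel test, p = 0.000832, n = 306 insertions, which are not independent replicates). This is consistent with a difference between the strains, which cannot be told apart from an effect of Emc in these samples, since every Emc OE sample has both.

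Markers of tissues outside the brain were examined for RNA left on the dissected brains. The mean log2 normalized count of 21 fat body genes was higher by 0.64 in Emc OE brains, in 4 of 4 same-numbered pairs (exact permutation test, p = 0.0286). With adjustment over all features 9 of them were upregulated (*Pepck2* 2.43, *Fbp1* 2.06, *Fbp2* 1.96, *Cyp6a2* 1.77, *Obp99b* 1.64, *Lsp1beta* 1.49, *Adh* 1.34, *Lsp1alpha* 1.30 and *Tep4* 0.93, log2 fold changes) and 2 downregulated (*CG6910* -1.17 and *fbp* -0.51), all named after their values were seen. If RNA from fat body varied with the dissection, these genes would also vary together within a group. The SD of the set within groups was at percentile 100.0 of 10000 random lists matched on count. RNA left from fat body in fixed proportions would raise its abundant RNAs as well. However, *apolpp* (-0.10), *Yp1* (0.025), *Yp2* (0.022) and *Yp3* (-0.21) did not rise clearly, and 8 of the 21 genes were lower. Fat body RNA in fixed proportions therefore does not account for the list as a whole. The list was not divided by stage or kind of fat body cell. RNA from only some of these cells thus remains possible for the raised genes. The percentile of the SD was as high for the ribosomal protein genes (100.0) and close to it for the presynaptic genes (99.6), so it is not specific to RNA from other tissues, and an effect of Emc on these genes could not be told apart from it. Of 23 muscle genes, 21 were lower in Emc OE brains, with a median log2 fold change of -0.30. With adjustment over all features 3 were downregulated (*Mp20* -0.65, *Strn-Mlck* -0.58 and *Zasp66* -0.51, also named after their values were seen), and over the list alone 8. For the muscle genes the percentile was 100.0 and the groups overlapped (exact permutation test, p = 0.0571). For 14 cuticle genes it was 90.6 (exact permutation test, p = 0.200), with 2 genes downregulated and 1 upregulated. Of the other tissue lists, 13 hemocyte genes were lower in all 4 same-numbered pairs, with 4 genes downregulated and 1 upregulated, but the groups overlapped (exact permutation test, p = 0.0857; percentile 96.1). For 22 retina genes, 2 were downregulated and 2 upregulated (exact permutation test, p = 0.400; percentile 99.4). The 14 glia genes were lower in all 4 pairs, with 1 downregulated and overlapping groups (exact permutation test, p = 0.143; percentile 83.9).

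Of 19 mitochondrially encoded genes, 18 had lower counts in Emc OE brains, with a median log2 fold change of -0.31. None was called, and 2 had an unadjusted p of at most 0.05. The ribosomal RNA mt:lrRNA took 11.7% ± 2.90 of the counts in Emc OE and 14.3% ± 1.27 in Control brains (SD, n = 4; exact permutation test, p = 0.171). A smaller share of this RNA would raise the other genes through the library totals, not lower them. With mt:lrRNA taken out the median was -0.32 (exact permutation test of the set, p = 0.229). The decrease did not exceed the spread between replicates in either calculation. TMM depends little on a single RNA, so taking it out is a weak test, and no other explanation was tested.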

How the results depend on the processing

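The main tests, the gene sets and all alternatives apart from the later ones named below were set before the data were examined, but not all tests of explanations. The later alternatives, DESeq2 with the replicate block (without shrinkage, with apeglm or with ashr), DESeq2 with 1 to 3 surrogate variables and the background of every gene on 2L, were chosen after seeing the values. With 3 surrogate variables the result depended on the order in which the samples were given, which has no meaning, so both orders tried are reported, ordered by group unless the order of the table is named. The alternatives of a GC content offset and of the replicate block with a GC content offset were not run, since no genome sequence was used here. For every change given below the cause was not tested.

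At an adjusted p of 0.05 and a log2 fold change of 0.2, *emc* was called upregulated in every model fitted except DESeq2 with 3 surrogate variables in the order of the table (emc log2 fold change 0.21, adjusted p = 1.000), with the emc log2 fold change between 0.21 and 0.35 over all alternatives and adjusted p between 7.11e-07 and 1.000. The da log2 fold change was close to 0 and not called in any of these models, and its sign changed in many: -0.0044 with DESeq2's size factors, -0.0054 with DESeq2, -0.0013 without a filter, -0.0035 with filterByExpr, -0.0018 without transposon insertion features, -0.016 with the gene length correction, -0.017 with this correction and the replicate block, -0.0053, -0.0038 and -0.0032 in DESeq2 with the block without shrinkage, with apeglm and with ashr, and -0.0042, -0.0065 and -0.013 with 1, 2 and 3 surrogate variables, and -0.0051 with 3 in the order of the table. In that last model the unc-13 log2 fold change also changed sign, to -0.0035.

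The numbers of called features kept within 1.5 times their value in most settings, the replicate block included (326 up and 487 down). Total counts in place of TMM gave 275 downregulated features and raised the share of upregulated features among the calls from 41.1% to 60.1%, with a median log2 fold change of all features of 0.081 in place of 0.013. Ashr gave 201 upregulated features, and 3 surrogate variables gave 154 up and 318 down, or 64 up and 76 down in the order of the table. A log2 fold change threshold of 1 left 94 and 103, an adjusted p threshold of 0.01 left 139 and 193, and no fold change threshold gave 388 and 525. Of the paper's upregulated genes with a peak, 18 were called with the gene length correction, 20 with the correction and the block, 21 with ashr, 17 with 3 surrogate variables, 2 with 3 in the order of the table, 20 at an adjusted p of 0.01 and 3 at a log2 fold change of 1. Of its downregulated genes with a peak, 28 were called with total counts, 12 with 3 surrogate variables in the order of the table, 28 at an adjusted p of 0.01 and 4 at a log2 fold change of 1. The number of expressed Class 2 bHLH genes was 5 with a minimum of 100.

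For the Da-bound share among upregulated genes on 2L the odds ratio stayed below 1, but Fisher's exact test no longer passed 0.05 in most alternatives: 0.467 with DESeq2's size factors, 0.529 with total counts, 0.447 with DESeq2, 0.455 without a filter, 0.468 with filterByExpr, 0.453 without transposon insertion features, 0.591 with the replicate block, 0.478 with the gene length correction, 0.496 with the correction and the block, 0.415 with promoter peaks, 0 at a log2 fold change of 1, 0.894 at an adjusted p of 0.01, 0.709, 0.586 and 0.537 in DESeq2 with the block, with apeglm and with ashr, 0.491, 0.513 and 0.558 with 1, 2 and 3 surrogate variables, 0.479 with 3 in the order of the table, and 0.849 against every gene (exact p over all alternatives 0.0197 to 1.00). For the Da-bound share among downregulated genes on 2L it was 0.409 (exact p = 0.0365) with ashr, 0.133 (exact p = 0.0128) at an adjusted p of 0.01, and 1.65 (exact p = 0.109) against every gene, the only reversal (range of p over all alternatives 0.0111 to 1.00).

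With the correlation between genes preset at 0.01 in place of the estimate, the camera p was 2.35e-14 for the cytoplasmic ribosomal protein genes (n = 82 genes, median -0.20) and 9.05e-06 for the presynaptic genes (n = 49 genes, median 0.12). In the other alternatives their median kept its sign and the camera test did not set them apart.

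Across the 8 fits that each left out one sample, 204 to 465 features were upregulated and 323 to 513 downregulated, 23 to 36 and 47 to 60 of the paper's up- and downregulated genes with a peak were called, and the odds ratios were 0.426 to 0.721 for the Da-bound share among upregulated genes on 2L and 0.290 to 0.745 for the Da-bound share among downregulated genes on 2L. The log2 fold change was 0.26 to 0.30 for *emc* and -0.025 to 0.028 for *da*, and the number of expressed Class 2 bHLH genes 9 to 11 (9 to 10 in counts normalized over all 8 samples). The median was -0.24 to -0.15 for cytoplasmic ribosomal protein genes, -0.036 to 0.061 for mitochondrial ones, 0.077 to 0.13 for presynaptic and 0.044 to 0.10 for GPCR genes. For the other named genes, 264 comparisons kept their direction and their side of the threshold, 50 were weaker and 6 stronger, and over the remaining alternatives 564, 72 and 40. *twi*, with at most 9 counts in a sample, was tested only without a filter, where it was not called.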

Differences from the paper's values

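*mthl8* and *CG3397* had no count in any Emc OE sample, so their folds here are lower bounds (at least 371-fold and at least 49.7-fold lower), and the paper's fold changes lie above these bounds.

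The paper does not name *Hand* among the expressed Class 2 bHLH genes, and it passed the minimum here, which made 10 genes. A count of at least 20 in every sample gave 9 genes, as did leaving Control replicate 3 out of the means of counts normalized over all 8 samples. With the normalization repeated without the sample, 9 genes passed without Emc OE replicate 1 and 10 without Control replicate 3. *Hand* was not among the genes in either case, and *Fer3* passed in the second. The paper states that *brp* and *unc-13* were upregulated, and neither was called here. *brp* was called with total counts, with DESeq2, without a filter, with the replicate block, with edgeR's robust option and without Emc OE replicate 1, and, in models chosen after seeing the values, with DESeq2 and the block with or without apeglm and with 1 or 2 surrogate variables (adjusted p over all alternatives 0.00190 to 1.000). *unc-13* was called only with DESeq2 and the block, with or without apeglm, chosen after seeing the values (adjusted p over all alternatives 0.00537 to 1.000).

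The paper lists *sbb* and *RhoGAP100F* as upregulated genes with a peak, and neither was called here. Total counts, DESeq2 and leaving out Emc OE replicate 1 called both, as did DESeq2 with the block, chosen after seeing the values. In addition, *sbb* was called without a filter and without Control replicate 4 (adjusted p over all alternatives 0.0138 to 1.000), and *RhoGAP100F* with the block and with DESeq2, the block and apeglm, the last chosen after seeing the values (adjusted p over all alternatives 0.00880 to 1.000). *RpL11* and *GlyS*, which the paper lists as downregulated genes with a peak, were not called. *RpL11* was called with DESeq2, without a filter, with the block and with the robust option, and after seeing the values with DESeq2 and the block with or without apeglm and with 1 or 3 surrogate variables (adjusted p over all alternatives 0.00146 to 1.000). *GlyS* was called with DESeq2's size factors, with DESeq2, without a filter, with filterByExpr, without transposon insertion features, with the gene length correction with or without the block, with the robust option and without Emc OE or Control replicate 3, and after seeing the values with DESeq2 and the block with or without apeglm and with 1 or 2 surrogate variables (adjusted p over all alternatives 0.0105 to 1.000).

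Of all genes the paper lists, 238 of 266 upregulated and 408 of 506 downregulated ones were called. DESeq2 with the block, chosen after seeing the values, called 266 and 506 of them, and its adjusted p was within 0.1% of the paper's for 575 of 772 genes, against 0 with DESeq2 without the block. The paper's model therefore appears to have held this block, although its text does not say so. Since that model gave all of the paper's calls from the same counts, the listed genes not called here differ through the model. The paper reports more 3xFLAG-Da binding among changed genes than chance gives, over the whole genome. On the part of 2L examined here, the odds ratios were below 1 (0.426 for upregulated and 0.826 for downregulated genes). Since only this part of the peak list was used, these values cannot decide the paper's comparison over the whole genome. With every gene as background, chosen after seeing the values, the odds ratio was 1.65 for downregulated genes (exact p = 0.109).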

Other observations

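The length tests of the ribosomal protein and presynaptic genes and the test of peaks within groups of similar count were chosen only after the result was seen.

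The 8 samples can be split into 2 groups of 4 in 35 ways, of which 8 part all 4 same-numbered pairs as the real split does. Of these 8, 1 gave as many called features, the real one with 850, and the others gave 0 to 1. With the replicate block 1 of 8 gave as many, the real one with 813, and the others gave 0 to 1. The 27 splits that part fewer pairs gave 0 to 1. The smallest share that 8 splits allow is 0.125. Over all 35 splits the real one alone gave as many.

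Across the tested features, the log2 fold change rose with exon length (Spearman's rho 0.17 across genes, which are not independent replicates). The median length was 2899 bases for upregulated, 1796 for downregulated and 2135 for the other features. In single samples against the mean of all, rho was -0.33, 0.12, 0.33 and 0.26 in Emc OE replicates 1 to 4 and between -0.18 and -0.062 in Control replicates, so Emc OE replicate 1 went against the other 3. Of the 8 splits that part all pairs, 4 gave a correlation as large, and 18 of all 35, so splits that mix the groups often gave as large a trend. After each sample's trend was removed (rho -0.00048), 13 of 34 calls in the 4 gene sets and 118 of all 850 calls were lost (85 up and 33 down). Length bias may therefore account for some of the calls, but most remained.

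For the mean log2 normalized count of the cytoplasmic ribosomal protein genes, the exact permutation p was 0.0571 before and 0.0286 after the correction for length, with a difference of -0.19 before and -0.16 after it and, after it, lower values in all 4 same-numbered pairs. For the presynaptic genes the p was 0.0286 before and 0.0286 after it, the smallest that 4 against 4 samples allow, with a difference of 0.11 before and 0.059 after it, in 4 of 4 pairs. After the correction the groups did not overlap in either set, but both differences were smaller than before, so gene length accounts for part of either change at most. A hypothesis that Emc lowers these genes and raises presynaptic ones may be kept, but neither set stood apart in the camera test.

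If large changes came from the genetic background of the crossed lines and not from Emc, they could be expected to carry 3xFLAG-Da peaks less often. Only 1 gene, *mthl8*, had at most 3 counts in every sample of one group and a normalized count over 100 in every sample of the other, and it had no peak. Of 133 genes called here and in the paper with a log2 fold change of at least 1, 4.51% had a peak, against 20.1% of 478 genes with smaller changes (two-sided Fisher's exact test across genes, p = 5.00e-06). Small changes may be called mainly in genes with many counts, and such genes may carry peaks more often. Within 5 groups of similar count the common odds ratio was 0.648 (Mantel-Haenszel test, p = 0.549, n = 611 genes). With only 6 genes that had both a large change and a peak, this test cannot exclude a difference. The difference in peaks cannot be told apart from such an effect of count, and no conclusion on a background effect is drawn from it.

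*w* was higher in 4 of 4 same-numbered pairs. If the extra copy of *w* that marks many transgenes were the source, other eye pigment genes would not rise with it. Of *bw* and *st*, 0 were called higher and both had lower counts: *bw* had a log2 fold change of -0.51 (edgeR adjusted p = 0.0172) and *st* -0.36 (edgeR adjusted p = 0.0693, with the replicate block 0.0260). A transgene marker remains a candidate source of the higher *w* counts. An effect of Emc on *w* alone would also leave *bw* and *st* without a rise, so these genes cannot decide between the sources. The counts do not show from which copy a read came.

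An unequal share of males and females between the groups would shift roX RNAs and yolk protein genes in opposite directions. The groups overlapped in 5 of 5 such genes, with log2 fold changes of -0.012 for *lncRNA:roX1*, -0.11 for *lncRNA:roX2*, 0.025 for *Yp1*, 0.022 for *Yp2* and -0.21 for *Yp3*, so a difference in sex ratio was not detectable.

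A list of 15 neuronal marker genes had a median log2 fold change of 0.16 and a mean that was higher in 4 of 4 pairs (exact permutation test, p = 0.0286), with 3 genes upregulated (*VGAT*, *Vmat* and *fne*, of which *fne*, with a log2 fold change of 0.33, was named after its value was seen). With the gene length correction the median was 0.071, so part of the rise goes with gene length, and the set did not stand apart in the camera test with or without the correction. No other explanation of this rise was tested. The paper cites work on larval brains in which Da regulates Synapsin, Discs large 1 and Neurexin. In these adult brains none of their genes was called: *Syn* had a log2 fold change of 0.047 (edgeR adjusted p = 0.684, with the replicate block 0.665), *dlg1* 0.15 (edgeR adjusted p = 0.0868, with the block 0.116) and *Nrx-1* 0.12 (edgeR adjusted p = 0.282, with the block 0.237). A list of 13 heat shock protein genes had a median log2 fold change of 0.45, with 12 genes higher and 2 called upregulated. Its mean was higher in 4 of 4 pairs, but the groups overlapped (exact permutation test, p = 0.114), and no explanation was tested. Called features made up 9.50% of those tested on 2L, 9.58% on 2R, 8.77% on 3L, 8.22% on 3R, 6.47% on X and 2.35% on 4.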
